# Muscleblind-like proteins use modular domains to localize RNAs by riding kinesins and docking to membranes

**DOI:** 10.1038/s41467-023-38923-6

**Published:** 2023-06-09

**Authors:** Ryan P. Hildebrandt, Kathryn R. Moss, Aleksandra Janusz-Kaminska, Luke A. Knudson, Lance T. Denes, Tanvi Saxena, Devi Prasad Boggupalli, Zhuangyue Li, Kun Lin, Gary J. Bassell, Eric T. Wang

**Keywords:** Cellular imaging, RNA transport, Kinesin

## Abstract

RNA binding proteins (RBPs) act as critical facilitators of spatially regulated gene expression. Muscleblind-like (MBNL) proteins, implicated in myotonic dystrophy and cancer, localize RNAs to myoblast membranes and neurites through unknown mechanisms. We find that MBNL forms motile and anchored granules in neurons and myoblasts, and selectively associates with kinesins Kif1bα and Kif1c through its zinc finger (ZnF) domains. Other RBPs with similar ZnFs associate with these kinesins, implicating a motor-RBP specificity code. MBNL and kinesin perturbation leads to widespread mRNA mis-localization, including depletion of *Nucleolin* transcripts from neurites. Live cell imaging and fractionation reveal that the unstructured carboxy-terminal tail of MBNL1 allows for anchoring at membranes. An approach, termed RBP Module Recruitment and Imaging (RBP-MRI), reconstitutes kinesin- and membrane-recruitment functions using MBNL-MS2 coat protein fusions. Our findings decouple kinesin association, RNA binding, and membrane anchoring functions of MBNL while establishing general strategies for studying multi-functional, modular domains of RBPs.

## Abstract (web summary)

RNA localization is mediated by kinesin motors and anchoring. However, mechanisms underlying specificity are unclear. Here, the authors find that MBNL protein’s zinc fingers prefer specific kinesins, and its unstructured tail mediates membrane anchoring.

## Introduction

Cells contain highly organized microenvironments in which mRNA localization and translation are spatiotemporally regulated to influence cell structure and function^1^. This regulation is essential in highly polarized and differentiated cell types such as multinucleated skeletal muscle and neurons^2^. mRNA *cis*-elements, often in 3′ UTRs, recruit *trans*-acting RNA binding proteins (RBPs), facilitating assembly of ribonucleoprotein (RNP) granules competent for transport and local translation^3^. Transport of RNPs often depends on kinesins travelling along microtubules. Indeed, over 40 RBPs are associated with conventional kinesin-1 (KIF5)^4^. For example, ZBP1 (IGF2BP1) associates with KIF5 and KIF11 to regulate β-actin mRNA localization and local translation in neurons and fibroblasts, respectively^5–8^, and FMRP associates with the kinesin light chain of KIF5 to transport RNA and regulate local translation in an activity-dependent manner^9,10^. Recently, RNAs and translational machinery were shown to travel with late endosomes and lysosomes via adapters such as annexin A11^11,12^, implicating membrane-bound vesicular trafficking as yet another localization mechanism. Despite critical roles for all these components to regulate mRNA transport, it remains unclear whether a code exists to specify RBP-motor associations. An open question is whether certain kinesin tails can associate with certain RBP domains, facilitating specificity for transport, anchoring, and response to physiological cues. Because many RBPs recognize specific mRNAs via sequence and/or structure, kinesin association and transport behavior may be influenced by RNP composition.

Genetic disruptions to kinesins and RBPs can cause disease. Loss of the RNA binding protein, FMRP, causes fragile X syndrome (FXS), concomitant with impairment of mRNA localization and local translation^13^. Mutations in kinesins are linked to Charcot-Marie-Tooth disease^14^, hereditary spastic paraplegia^15,16^, and amyotrophic lateral sclerosis^17,18^. In the repeat expansion disease myotonic dystrophy (*dystrophia myotonica*, DM), expanded CTG or CCTG repeats are transcribed into toxic RNA that form intranuclear foci, sequestering and functionally depleting the Muscleblind-like (MBNL) family of RBPs^19^. MBNLs are deeply conserved throughout metazoa, and mammals encode 3 paralogs: MBNL1, MBNL2, and MBNL3^20–22^. MBNL1 shows highest expression in heart and muscle, MBNL2 in brain^21,23^, and MBNL3 in placenta and muscle satellite cells^24^. In the nucleus, MBNLs regulate alternative splicing^25,26^ and polyadenylation^27^, and loss of MBNL activity in DM causes mis-splicing and disease symptoms, such as muscle weakness, myotonia, and cardiac arrhythmia^28–30^. In the cytoplasm, MBNLs regulate mRNA localization^26,31,32^ by enhancing association of target RNAs to membranes in myoblasts, particularly those encoding secreted proteins^26^. In neuronal culture, MBNLs localize alternative 3’ UTR isoforms to neurites^32^, while in rat hippocampal neuropil, localized RNAs are enriched for MBNL motifs^33^. Indeed, a transgenic mouse expressing expanded CTG repeats showed reduced levels of cytoplasmic MBNL1 in dendrites^34^, and CTG repeat expression in cultured neurons affected neurite outgrowth^35^. This defect was rescued by co-expression of cytoplasmic but not nuclear MBNL1^35^. Together, these findings suggest that depletion of cytoplasmic MBNLs may also drive disease symptoms.

Despite established roles for MBNLs to localize mRNAs in various cell types, we lack mechanistic insight into whether MBNL-containing RNPs associate with motors and how they may anchor to membranes. MBNLs possess two pairs of zinc fingers (ZnFs) separated by an unstructured linker, as well as an unstructured C-terminal domain. Specificity for mRNA targets is achieved via the ZnFs^26,36,37^, with ZnF1/2 of MBNL1 showing greater specificity for YGCY motifs than ZnF3/4^38^. Both MBNL1 and MBNL2 are extensively alternatively spliced, with 9 alternative isoforms encoded by MBNL1 alone; it is also unknown whether specific isoforms show preferences for motor association or membrane anchoring activities.

Here, we have used molecular, cellular, imaging, and computational approaches to elucidate molecular mechanisms for MBNL-mediated RNA localization. MBNL1 and MBNL2 form granules exhibiting processive motility in neurons, with MBNL1 exhibiting pronounced anchoring behavior in myoblasts. A kinesin recruitment assay^39,40^ revealed that Kif1bα and Kif1c tail domains selectively associate with MBNL zinc fingers in an RNA-binding-independent manner. This association results in co-transport of MBNLs and kinesins in live neurons and their co-immunoprecipitation in cell culture. We also found that Tis11d and Cpsf4, RBPs with zinc fingers structurally similar to MBNL, also associate with these kinesins, suggesting a structure-function relationship among RBP domains and kinesin tails. Dominant negative expression of specific kinesin tails or functional depletion of MBNL by CTG repeat over-expression, followed by subcellular fractionation and RNA-seq, revealed transcriptome-wide mis-localization of mRNAs in neuronal cell lines and depletion of nucleolin mRNA from neurites. Cellular fractionation and live imaging revealed that the unstructured C-terminal tail of MBNL facilitates membrane anchoring and recruitment of an mRNA reporter to membranes, defining a function for this domain and providing mechanistic basis for previous observations. mRNA binding and kinesin association were decoupled using a reconstituted synthetic system (RBP-MRI), highlighting the multi-functional modularity of RBPs, and providing a platform for future studies of other RBP-kinesin pairs. These findings indicate that certain kinesins prefer certain RBP domains and implicate a modular kinesin-RBP code, with broad implications for mRNP trafficking to distal locations in diverse cell types and tissues.

## Results

### MBNL proteins form motile granules in primary neurons and myoblasts

We first assessed the protein expression and distribution of MBNL1 and MBNL2 in mouse cultured primary neurons by immunofluorescence (IF). Both proteins increase in abundance during culture (most dramatically between 8 and 10 days in vitro, DIV), consistent with previous reports of increased mRNA expression^21^. Enrichment of endogenous MBNL2 was observed in the nucleus, whereas MBNL1 showed more cytoplasmic localization (Supplementary Fig. 1a). Similar localization patterns were demonstrated by EGFP-MBNL1 fusions, where isoforms lacking exon 5, which contains a nuclear localization signal (NLS), were more cytoplasmic, and those containing exon 5 were more nuclear (Fig. 1a, b, d). Higher resolution imaging in 10 DIV neurons revealed MBNL1 and MBNL2 puncta in both axons and dendrites, reminiscent of other RBPs known to regulate mRNA localization^41,42^ (Fig. 1c; Supplementary Fig. 1c).

**Fig. 1:**
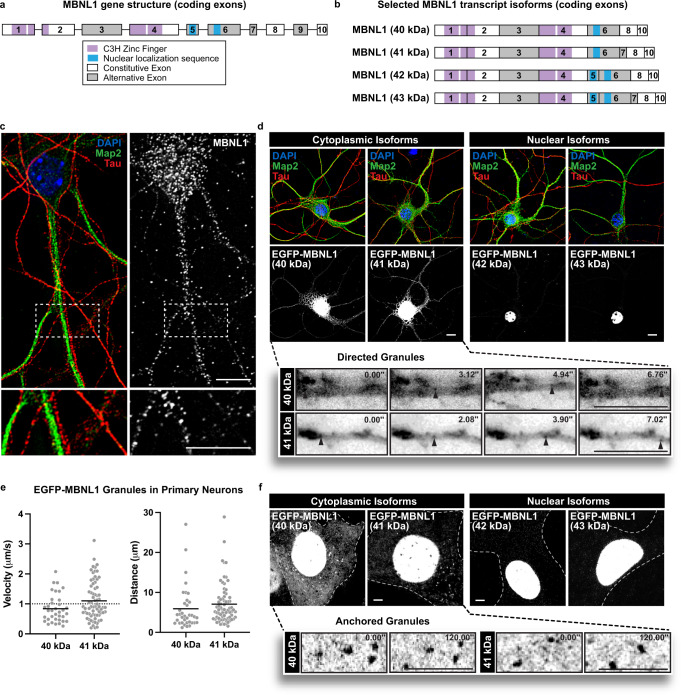
Cytoplasmic MBNL1 granules exhibit directed motion in neurons and anchoring in C2C12 myoblasts. **a** Exon and protein domain structure of MBNL1, and (**b**), isoforms studied. **c** Representative image showing MBNL1 granules (white) in axons (Tau, red) and dendrites (Map2, green) of 9 DIV cultured primary mouse cortical neurons; nuclei (blue) labeled with DAPI. Scale bar = 10 µm. **d** (Above) Representative images of EGFP-MBNL1 40, 41, 42, and 43 kDa isoforms (white) in 8 DIV cultured primary mouse cortical neurons; nuclei (blue) labeled with DAPI, axons and dendrites labeled with Tau (red) and Map2 (green), respectively. Scale bar = 10 µm. (Below) Representative time lapse images of motile EGFP-MBNL1 40 kDa and 41 kDa granules in live mouse cortical neurons. Time (sec) indicated in top right. Scale bars = 10 µm. **e** Quantitation of speeds and distances traveled by cytoplasmic MBNL1 granules (MBNL1–40 kDa − 36 tracks, 1.57 tracks/cell; MBNL1–41 kDa − 71 tracks, 2.37 tracks/cell) in primary mouse cortical neurons. Dotted line in velocity chart represents typical speed of microtubule-dependent transport. Track data come from 3 biological replicates. **f** (Above) Representative images of EGFP-MBNL1 40, 41, 42, and 43 kDa in C2C12 myoblasts. Dotted lines outline cell boundaries. (Below) Representative time lapse images of anchored GFP-MBNL1 40 kDa and 41 kDa granules in C2C12 myoblasts. Time (sec) indicated in top right. Scale bars = 5 µm.

Granules containing EGFP-MBNL1 isoform fusions lacking exon 5 exhibited directed, bi-directional movements in axons and dendrites in 8 DIV neurons (Fig. 1d; Supplementary Movie 1). There was no preference for anterograde vs. retrograde trajectories (data not shown). These motile granules moved with velocities consistent with active transport (MBNL1 40 kDa mean velocity ± SEM: 0.84 ± 0.08 μm/sec, MBNL1–41 kDa mean velocity ± SEM: 1.10 ± 0.08 μm/sec; Fig. 1e), often displaying long, directed runs (MBNL1–40 kDa mean distance ± SEM: 5.92 ± 0.92 μm, MBNL1–41 kDa mean distance ± SEM: 7.06 ± 0.60 μm, Fig. 1e). Again, MBNL2 was predominantly found in the nucleus of primary neurons (Supplementary Fig. 1c), but EGFP-MBNL2 isoform fusions lacking exon 5 could be observed in the cytoplasm and showed similar motility (Mean Velocities ± SEM – MBNL2-isoform 1: 1.21 ± 0.09 μm/sec, MBNL2-isoform 3: 1.00 ± 0.08 μm/sec, MBNL2-isoform 4: 1.16 ± 0.05 μm/sec; Mean Distances ± SEM – MBNL2-isoform 1: 7.62 ± 0.75 μm, MBNL2-isoform 3: 6.36 ± 0.73 μm, MBNL2-isoform 4: 8.30 ± 0.57 μm, Supplementary Fig. 1d, e).

Live cell imaging of EGFP-MBNL1 fusions in C2C12 myoblasts confirmed nuclear vs. cytoplasmic localization patterns for isoforms with or without exon 5, respectively. In these cells, most particles were anchored, with rare instances of fast diffusive or directed motion (Fig. 1f; Supplementary Movie 2). Together, these observations suggested that MBNL-containing granules are actively transported by molecular motors, yet also possess features that facilitate anchoring to stable, intracellular structures. We subsequently explored mechanisms mediating both of these behaviors in myoblast and neuronal systems.

### MBNL1 associates with kinesin-3 family members Kif1bα and Kif1c for transport

We sought to identify putative kinesins that might transport MBNL1 by implementing a split kinesin recruitment assay in which mechanisms of cargo transport can be interrogated by linking various kinesin tails to a kinesin motor or dynein adapter^39,40^. Fusion of the dynein adapter bicaudal D2 (BicD2) to FKBP and kinesin tails to FRB facilitates dimerization and centrosome recruitment upon the addition of rapalog (Fig. 2a). We confirmed functionality of this system by co-expressing GFP-tagged transferrin receptor (TfR), tdTomato-tagged BicD2-FKBP (BicD2-FKBP), and Myc-tagged Kif1a-FRB or Kif13b-FRB in Neuro2A (N2A) cells. Only the Kif13b tail, and not the Kif1a tail, was able to recruit TfR to the centrosome, consistent with the established ability of Kif13b to carry TfR^39^ (Supplementary Fig. 2a). To confirm centrosome targeting, we visualized recruitment of TfR and Kif13b-FRB with BicD2-FKBP, coincident with γ-tubulin staining (Supplementary Fig. 2b). Using this assay, we screened 12 distinct kinesin tails (Kif1a, Kif1bα, Kif1bβ, Kif3a, Kif3b, Kif5a, Kif5b, Kif5c, Kif13a, Kif13b, Kif17, and Kif21b) for their ability to recruit EGFP-MBNL1. Only Kif1bα (and not Kif1bβ, an alternatively spliced isoform from the same gene) strongly recruited a cytoplasmic EGFP-MBNL1–40S isoform (Supplementary Fig. 2c) as well as both the 40 kDa and 41 kDa isoforms of MBNL1 (EGFP-MBNL1–40 and −41) (Fig. 2b, top panels). Recruitment was rapalog-dependent (Supplementary Fig. 2d) and specific to EGFP-MBNL1, but not other proteins such as SMN or TfR (Supplementary Fig. 2e, f). Swapping of the BicD2 adapter for the KIF1A motor domain resulted in rapalog-dependent recruitment of GFP-MBNL1 to plus ends of microtubules at the cell periphery, demonstrating that the association was tail domain-specific and not dependent on any specific motor domain (Fig. 2b, bottom panels; Supplementary Fig. 2g).

**Fig. 2:**
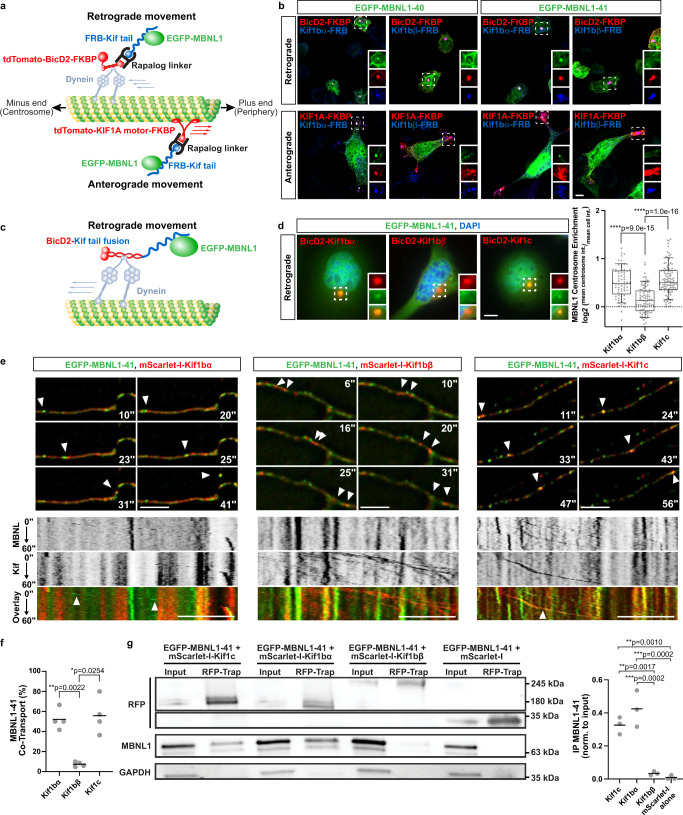
MBNL1 associates, co-transports, and co-immunoprecipitates with Kif1bα and Kif1c. **a** Split kinesin recruitment assay used to identify MBNL1-kinesin associations. Cargoes are recruited in a retrograde or anterograde direction in a rapalog-dependent manner, depending on choice of motor complex. **b** Representative images showing recruitment of EGFP-MBNL1 (green) to the centrosome by Kif1bα, but not Kif1bβ, using Myc-tagged, FRB-kinesin tail fusions (blue) co-expressed with BicD2-FKBP or KIF1A motor-FKBP (red) in N2A cells. Scale bar = 10 µm. **c** A modified kinesin recruitment assay that uses BicD2-kinesin tail fusions to further characterize MBNL1-kinesin associations. **d** Representative images and quantitation in N2A cells of EGFP-MBNL1 (green) at the centrosome when co-expressed with BicD2-kinesin tail fusions (red); nuclei (blue) labeled with DAPI; Kif1bα: *n* = 93 cells (50, 20, and 23 cells in each replicate), Kif1bβ: *n* = 81 cells (25, 16, and 40 cells in each replicate), Kif1c: *n* = 112 cells (53, 19, and 40 cells in each replicate); across 3 biological replicates. Scale bar = 10 µm. Bars represent median, box outlines represent upper and lower quartiles, whiskers represent 10th and 90th percentiles. Dotted line represents no enrichment. ****p < 0.0001 by two-tailed Mann–Whitney *U* test. **e** Representative dual color time lapse images of EGFP-MBNL1 (green) and mScarlet-I-kinesins (red) in live 8 DIV primary mouse cortical neurons. Arrows denote co-transported, anterograde particles of MBNL with Kif1bα (left) and Kif1c (right), whereas Kif1bβ particles lack MBNL (center); time (sec) indicated in top or bottom right. Scale bar = 5 µm. Kymographs are displayed below still frames obtained from movies. White arrows denote co-transport events. Anterograde transport is shown from left to right. Scale bar = 10 µm. **f** Fraction of mScarlet-I-kinesin granules showing co-transport with EGFP-MBNL1; across 4 biological replicates. Bars represent mean. *p < 0.05, **p < 0.01 by one-way ANOVA with Tukey’s post-hoc test. **g** Western blots against RFP, MBNL1, and GAPDH following co-immunoprecipitation of mScarlet-Kif fusions with quantitation normalized to input MBNL1-EGFP protein; across 3 biological replicates. Lysates were collected after transient expression in N2A cells. Bars denote mean. **p < 0.01, ***<0.001 by one-way ANOVA with Tukey’s post-hoc test. Source data provided as a source data file.

We subsequently simplified the centrosome recruitment assay by directly fusing FLAG-tagged BicD2 to Kif1bα and Kif1bβ tail domains (Fig. 2c). Using this approach, we also observed centrosomal targeting of EGFP-MBNL1–41 with Kif1bα but not Kif1bβ (Fig. 2d), thus validating this kinesin selectivity for MBNL1 with an independent assay. We additionally tested another kinesin tail that was not included in the initial screen, Kif1c. This kinesin shares ~58% sequence homology with the Kif1bα tail domain and is highly expressed in the central nervous system and muscle. We developed a quantitative assay to measure the extent of centrosome recruitment (Supplementary Fig. 3) and showed that Kif1bα and Kif1c (log_2_ mean centrosome enrichment: 0.506 vs. 0.560, Fig. 2d) recruit EGFP-MBNL1 to the centrosome more strongly than Kif1bβ (log_2_ mean centrosome enrichment: 0.149, ****p < 0.0001 by two-tailed Mann–Whitney *U* test, Fig. 2d).

The centrosome recruitment assay decouples kinesin tails from their motor domains and is not designed to assess co-transport of Kifs and MBNL1. To investigate this further, we performed IF on 12 DIV neurons transduced with AAV expressing HA-MBNL1–41 (Supplementary Fig. 4a). 3D quantitative colocalization analysis of select neurites supported previous findings: endogenous Kif1bα and Kif1c both displayed significantly higher levels of colocalization with HA-MBNL1 than endogenous Kif1bβ (Supplementary Fig. 4b, c). We subsequently investigated real-time co-transport by live cell imaging of EGFP-MBNL1–41 and mScarlet-I-tagged Kif1bα, Kif1c or Kif1bβ in DIV 8 primary cortical neurons. Approximately 50–60% of mScarlet-I-Kif1bα and mScarlet-I-Kif1c proteins showed processive runs (>2 µm) with EGFP-MBNL1 (*p < 0.05 by two-tailed Mann–Whitney *U* test, Fig. 2e, f), while <10% of mScarlet-I-Kif1bβ proteins showed co-transport (Fig. 2e, f). To confirm these observations biochemically, we co-expressed mScarlet-Kif proteins with EGFP-MBNL1-41 in N2A cells and performed co-immunoprecipitations using an RFP-Trap nanobody. EGFP-MBNL1 showed ~10-fold enrichment in the presence of Kif1bα and Kif1c as compared to Kif1bβ, which showed less than two-fold enrichment relative to mScarlet alone, as assessed by western blot (**p < 0.01, ***p < 0.001 by one-way ANOVA with Tukey’s test, Fig. 2g). Finally, an antibody against endogenous MBNL1 was able to co-immunoprecipitate endogenous Kif1c in N2A cells (Supplementary Fig. 4d). In summary, multiple experimental approaches reveal a selective and functional association between MBNL1 and specific kinesin tails.

### Expression of repeats and dominant negative kinesin tails causes mis-localization of MBNL-targeted mRNAs

We hypothesized that either MBNL1 depletion or kinesin motor perturbation will have significant impacts on mRNA localization. We used a neurite fractionation assay to measure mRNA localization by plating N2A cells onto semi-permeable (1 µm-sized pores) membranes to facilitate neurite growth and separation. 

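N2A (Neuro2a) cells, a mouse neuroblastoma line that extends neurites in medium without serum, were transfected with 1 of 5 plasmids and separated into soma and neurites after 48 h of neurite growth. The plasmids carried a DMPK fragment with 0 CTG repeats (CTG0), the fragment with 480 CTG repeats (CTG480), or the tail of Kif1bβ, Kif1bα or Kif1c. Each transfection gave 1 soma library and 1 neurite library, 10 libraries in all, from 300 ng of total RNA depleted of ribosomal RNA. The authors quantified transcripts with kallisto 0.43.0 against mm10 RefSeq and normalized the TPM between libraries by cyclic loess. Such normalization evens out general differences between libraries, so a general shift toward or away from neurites would not show. The deposited table holds these linear TPM for 17300 sequences, of which 17292 are transcripts with a gene name, 5 are plasmid sequences and 3 carry no gene name. The values sum to 870745 to 892618 per neurite library (median 875120) and 1045625 to 1183538 per soma library (median 1120106). Noncoding RNAs took 33.0 to 37.9% of the signal in soma and 24.2 to 27.7% in neurites. The files give TPM and no counts, so the read depth of each library is unknown. The localization ratio of a transcript, log2(neurite/soma), was computed with 0.1 TPM added to both values. It is given for the 11515 transcripts with a mean of at least 5 TPM over the 10 libraries. For comparisons by gene, the TPM of a gene's transcripts were summed, which left 9853 genes at the same minimum. Soma and neurites were compared over the 5 transfections with limma 3.58.1, taking transfection as a block. The p of this comparison measures the spread between different transfections, not between replicates of 1 condition. With 1 library per transfection and fraction, a difference between 2 transfections has no replicate check and is given as a value without a p. Gene lists, thresholds and the rule for naming genes were set before the data were examined, apart from the values of these libraries in the paper and its supplementary tables.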

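mRNAs of cell protrusions were higher in neurites, and mRNAs of the endoplasmic reticulum (ER) were higher in soma. Of 9 mRNAs that localize to protrusions with the APC protein, 8 were higher in neurites and none was lower (8 adjusted over the list alone). Among them, Net1 had a log2 neurite over soma of 0.95, Trak2 of 0.79, Cyb5r3 of 0.73 and Rab13 of 0.72. Of 35 mRNAs of ER chaperones and the translocon, 26 were higher in soma and 1 was higher in neurites (26 and 1 adjusted over the list alone). The disulfide isomerase Pdia3 stood at −0.60, the chaperone Hsp90b1 at −0.59 and the translocon subunits Sec63 and Sec62 at −0.59 and −0.54. Of 23 mRNAs of cholesterol synthesis, which is also carried out at the ER, 13 were higher in soma and 3 in neurites (13 and 3 adjusted over the list alone), with Sc5d at −0.64. Of 6 long noncoding RNAs known to stay in the nucleus, 5 were higher in soma (5 adjusted over the list alone), with Airn at −1.01, Kcnq1ot1 at −0.83 and Malat1 at −0.43. Malat1 still had a mean of 1225 TPM in neurites against 1653 TPM in soma. The neurite libraries thus also held RNA known to stay in the nucleus. Of 75 mRNAs of nuclear-encoded respiratory chain and ATP synthase subunits, 30 were higher in neurites and 7 in soma (36 and 8 adjusted over the list alone), with Ndufa2 at 0.66 and Atp5e at 0.63. Of 31 proteasome mRNAs, 15 were higher in neurites and 2 in soma (16 and 2 adjusted over the list alone), with Psmb4 at 0.68 and Psmb5 at 0.50. Of 26 mitotic mRNAs, 11 were higher in neurites and 2 in soma (12 and 3 adjusted over the list alone), with Aurka at 0.50 and Cdc20 at 0.39 but Mki67 at −0.50. These counts are at an adjusted p under 0.05 from limma. camera, with a preset correlation of 0.01, set these 7 lists apart from the other genes. Its adjusted p was 1.17e-05 for the protrusion mRNAs, 2.99e-11 for the ER, 0.00329 for cholesterol synthesis, 0.00690 for the nuclear RNAs, 0.000913 for the respiratory chain, 0.00690 for the proteasome and 0.0175 for the mitotic mRNAs. The call of the mitotic mRNAs ended without the Kif1c tail transfection (adjusted p = 0.0892 from camera) and for single transcripts (0.0592). None of the 7 calls held with an estimated correlation. In the same order, the adjusted p was 0.250, 0.250, 0.303, 0.250, 0.147, 0.472 and 0.642 with an estimated correlation.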

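Of all 9853 genes, 1911 were higher in neurites and 1835 in soma at an adjusted p under 0.05 from limma. Among those with a mean of at least 20 TPM and the same sign in all 5 transfections, Mir8112 (log2 neurite over soma 1.60), Mir25 (1.44), the antiproliferative gene Btg3 (1.34), the complexin Cplx2 (1.20) and Trp53inp2 (1.12) were the highest in neurites. Without the Kif1bβ tail transfection, Btg3 stood at 0.81. Mir8112 did not pass without CTG0 or CTG480, Mir25 without CTG480, and Btg3 without CTG0, CTG480 or the Kif1c tail. Mir25 averaged 66.0 TPM in neurites (SD 36.0) and 24.0 TPM in soma (SD 12.4). Mir8112 averaged 73.2 TPM (SD 20.6) and 29.1 TPM (SD 22.3). The paper describes no library step for small RNAs, so whether reads on these rows came from mature microRNAs is unknown. The highest in soma were Gm22109, Gm22291, Gm23284, Gm25018, Gm25212 and Gm26391, which carry identical values (−4.97) and cannot be told apart, followed by the mitochondrial leucyl-tRNA synthetase Lars2 (−3.20), Gm20594 (−3.06) and the small nucleolar RNA Snord15b (−2.50). Gm20594 had a mean of 82203 TPM in soma and 10376 TPM in neurites, and the origin of the reads of Gm20594 and Lars2 was not tested. The transferrin receptor Tfrc (−0.55, standard error 0.043) and calnexin Canx (−0.47, standard error 0.039) were higher in soma, and Kif1c (0.47, standard error 0.053) was higher in neurites, each in 5 of 5 transfections. Mbnl1 (−0.07, standard error 0.066, adjusted p = 0.406 from limma) and Mbnl2 (−0.15, standard error 0.063, adjusted p = 0.100 from limma) did not pass the test. Of 18 MBNL-related RNA-binding proteins named in the paper, 5 were higher in neurites and 3 in soma (5 and 3 adjusted over the list alone), and of 21 other genes it names, 2 were higher in neurites and 8 in soma (2 and 8 adjusted over the list alone). In the following lists the count adjusted over the list alone stands in brackets. Of 79 mRNAs of cytosolic ribosomal proteins, 19 (19) were higher in neurites and 16 (18) in soma. Of 26 translation factors, 3 (4) were higher in neurites and 8 (8) in soma. Of 74 mitochondrial ribosomal proteins, 22 (23) were higher in neurites and 9 (9) in soma. Of 29 neuronal cytoskeleton and growth cone mRNAs, 11 (13) were higher in neurites and 5 (5) in soma. Of 30 kinesin mRNAs, 10 (10) were higher in neurites and 3 (3) in soma. Of 34 nucleolar ribosome biogenesis mRNAs, 6 (6) were higher in neurites and 1 (1) in soma. Of 27 replication-dependent histones, 5 (5) were higher in neurites and 2 (1) in soma. Of 25 ATF4 targets, 9 (9) were higher in neurites and 4 (5) in soma. Of 14 interferon response genes, 2 (2) were higher in neurites and 2 (2) in soma. Of 19 immediate early genes, 6 (7) were higher in neurites and 2 (2) in soma. Of 16 glycolysis mRNAs, 3 (3) were higher in neurites and none in soma. camera called none of these 13 lists, with adjusted p from 0.0525 to 0.962. ATF4 targets, at 0.0525, passed with no minimum TPM (adjusted p = 0.0180 from camera), with a mean of at least 1 TPM (0.0326) and without the Kif1c tail (0.0165). For the ribosomal proteins, translation factors, histones and the other genes named in the paper, the signs of the median, the mean and the test were not all the same. Of 31 markers of other cell types, 2 reached 5 TPM: Acta2 was higher in neurites (0.44), and Myh3 stood at 0.06 (adjusted p = 0.406 from limma).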

Plasmids expressing 480 CTG repeats or dominant negative kinesin tails with no motor domains^43^ were transiently introduced into N2A cells to functionally deplete MBNL activity or kinesin-dependent transport, respectively (Fig. 3a). 

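Each transfected sequence was abundant in its own libraries. The Kif1c tail stood at 24312 TPM in soma and 21606 TPM in neurites of the cells given the Kif1c tail, and at no more than 26.7 TPM in the other 8 libraries. The Kif1bα tail stood at 16106 TPM in soma and 13918 TPM in neurites of its own cells and at no more than 28.8 TPM elsewhere. The Kif1bβ tail, which serves as the control of the other tails, stood at 3269 TPM in soma and 3454 TPM in neurites of its own cells and at no more than 16.3 TPM elsewhere. Over both fractions, the Kif1bα tail was 4.47 times and the Kif1c tail 6.83 times as abundant as the Kif1bβ tail. The DMPK fragment stood at 5716 TPM in soma and 7066 TPM in neurites with CTG0, at 690 TPM in soma and 1376 TPM in neurites with CTG480, and at no more than 21.3 TPM with the tails. The sequence of the pEGFP-C1 vector stood at 788 to 2371 TPM with CTG0, CTG480 and the Kif1bβ tail, and at no more than 25.4 TPM with the other tails. The tail sequences are named after the same vector, and how reads were split between them is not known.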

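Endogenous Kif1b, on chromosome 4 of GRCm38 from 149176319 to 149307773, differed between its transcripts. NM_001290995, a form of 1816 codons, stood at 378 TPM in soma and 355 TPM in neurites of cells given the Kif1bα tail and at 43.8 to 61.9 TPM in the other 8 libraries. NM_008441, a form of 1150 codons, stood at 7.58 TPM in soma and 8.22 TPM in neurites of these cells and at 8.75 to 12.4 TPM in the others. Endogenous Kif1c, on chromosome 11 from 70700396 to 70731970, stood at 10.3 TPM in soma and 13.6 TPM in neurites of cells given the Kif1c tail and at 11.6 to 18.8 TPM in the other 8 libraries. Relative to CTG0, CTG480 cells had a log2 ratio of Mbnl1 of 0.11 in soma and −0.19 in neurites, and of Mbnl2 of 0.06 in soma and −0.26 in neurites. The paper describes Kif1bα as the form that ends at the earlier polyadenylation site, so the transcript that was high in cells given the Kif1bα tail is not this shorter form. The plasmid sequences and these transcripts could share reads, and the inserts of the plasmids were not checked by sequence.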

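In cells with CTG480, the transcripts whose localization ratio lay furthest below that in CTG0 cells were mostly annotated as small RNAs, for which the paper describes no library step. Among transcripts with a mean of at least 20 TPM, these were the small nucleolar RNA Snord87 (difference −2.89), Mir1249 (−2.83), the β-catenin transcript Ctnnb1 NM_001165902 (−2.48), Mir20a (−1.97), Snora28 (−1.64), Mir18 (−1.62), the cold-inducible Rbm3 transcript NM_001166411 (−1.56) and Cuta (−1.54). Those furthest above were Snord58b (5.30), Snord42b (5.03), Snord57 (4.15), the Rpl19 transcript NM_001159483 (4.14) and Scarna9 (4.02). These are values of single transcripts, not of whole genes, and how reads were split between transcripts of a gene was not tested. Summed by gene, the largest difference among the 79 cytosolic ribosomal proteins was that of Rpl26 (−1.32). Mbnl1 and Mbnl2 mRNA had differences of −0.30 and −0.32. Of 27 replication-dependent histones, 14 had a ratio higher by 0.10 or more and 5 a lower one, with a median of 0.11, above the middle 95% of 10000 random lists matched on mean TPM (−0.07 to 0.07). The medians of the other 19 lists lay within their random ranges. Of all 11515 transcripts, 35.1% had a ratio lower by 0.10 or more in CTG480 and 34.4% a ratio higher by 0.10 or more. The normalization between libraries favours such a balance, so it cannot show whether a general shift occurred.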

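Sites of MBNL1 on mRNA were taken from CLIP, which sequences the RNA fragments crosslinked to a protein, as tags per kilobase of UTR. Supplementary Data 2 lists 261 transcripts with tags in mouse brain. All 261 had a localization ratio lower by 0.10 or more in CTG480, Kif1bα tail and Kif1c tail cells than in their controls, so the list was chosen on these samples and is not independent evidence of a direction. Gm20594 (difference between CTG480 and CTG0 −0.86), the respiratory chain subunit Ndufs1 (−1.09), the chaperonin transcript Tcp1 NM_001290712 (−0.83) and the kinase transcript Wnk1 NM_001185020 (−0.63) are on it. The origin of the reads of Gm20594 was not tested. The median difference was −0.23 for 72 transcripts with 0 to 1 tags per kilobase, −0.29 for 58 with 1 to 2, −0.25 for 63 with 2 to 4 and −0.29 for 68 with over 4. From the lowest to the highest bin, the median moved by −0.06 with tags from brain. With tags from C2C12 myoblasts (218 transcripts) it moved by 0.04, the opposite direction. CLIP densities of the other transcripts are not analysed here. YGCY, the sequence motif of MBNL, could be counted in the UTRs of 10881 transcripts. Their median difference between CTG480 and CTG0 was −0.06, −0.03, 0.02 and 0.05 from the quartile with the fewest to that with the most motifs per kilobase. The highest quartile lay 0.11 above the lowest (95% bootstrap interval over transcripts 0.0956 to 0.124). Within bins of UTR GC content, the difference between these quartiles was 0.01 (−0.01 to 0.03).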

Cell body and neurite RNAs were profiled by RNA-seq (TPMs for all transcripts in Supplementary Data 1). mRNAs containing a greater number of MBNL1 CLIP tags/kilobase in their UTRs, as previously determined^26^, showed stronger shifts away from neurites relative to soma in cells transfected with 480 CTG repeats as compared to control cells transfected with a DMPK fragment encoding 0 CTG repeats (*p < 0.01, **p < 0.005 by two-tailed rank-sum test, Fig. 3b, Supplementary Data 2). These results mimic previous observations of shifts in MBNL target mRNAs away from neurites following MBNL knockdown^32^, but uses CTG repeats to deplete MBNL activity rather than siRNA. Upon comparison to kinesin dominant negative conditions, a modest ~2.6-fold enrichment in overlap was observed between mRNAs mis-localized away from neurites after CTG480 expression (relative to CTG0) vs. mRNAs similarly mis-localized after Kif1bα tail over-expression (relative to Kif1bβ over-expression). 

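Cells with CTG480 and cells with the Kif1bα tail shared transcripts at the low end of the localization ratio. Snord87 had a difference of −2.89 with CTG480 and −2.62 with the Kif1bα tail, each relative to its control. Ndufs1 (−1.41 with the Kif1bα tail), Gm20594 (−1.14), Wnk1 NM_001185020 (−0.94) and Tcp1 NM_001290712 (−0.92) were likewise low with both. They were named from Supplementary Data 2, where every transcript is lower in each comparison, so they are no independent examples of sharing. Ctnnb1 NM_001165902 (−2.48 with CTG480) stood at 2.35 with the Kif1bα tail, and Rbm3 NM_001166411 (−1.56) at 2.06, as single transcripts and not as whole genes. The Btg3 transcript NM_001297747 had the lowest value with the Kif1bα tail (−8.06), set by a ratio of 8.23 in the Kif1bβ tail control. Of the 34 mRNAs of nucleolar ribosome biogenesis, 22 had a ratio lower by 0.10 or more and 4 a higher one with the Kif1bα tail, with a median of −0.16, below the middle 95% of matched random lists (−0.07 to 0.08). Wdr12 stood at −0.87, Nop16 at −0.44 and Gar1 at −0.42, but Nop10 at 0.52. The proteasome (median −0.09), histones (−0.08) and interferon response genes (−0.15) also lay below their random ranges, and ER chaperones and translocon (0.12; Dad1 0.42, Ostc 0.37) and cholesterol synthesis (0.11; Mvk 0.65, Sc5d 0.34, but Pmvk −0.35) lay above. Taking the 10% of transcripts with the lowest difference as mis-localized, since the paper's text states no threshold, 259 of 1151 were shared between CTG480 and the Kif1bα tail. Independent lists would share 115, a ratio of 2.25 (odds ratio 3.08). Of the lowest 10% with CTG480, 250 were among the highest 10% with the Kif1bα tail, and of the highest 10% with CTG480, 255 were among the lowest 10% with the Kif1bα tail. Reassigning the 5 ratios of each transcript at random to the transfections, 1000 times, gave a mean overlap of 268 with the middle 95% of draws from 243 to 293.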

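Between the single libraries of the Kif1c tail and the Kif1bβ tail, the median difference in localization ratio of mRNAs that localize to protrusions with APC was −0.25 (6 of 9 lower by 0.10 or more), below the middle 95% of matched random lists (−0.19 to 0.17), with Cyb5r3 at −0.49, Trak2 at −0.38, Net1 at −0.34 and Dynll2 at −0.30. Immediate early genes (median −0.14; Dusp1 −0.42, Atf3 −0.42) and ATF4 targets (−0.12; Cebpb −0.56, Trib3 −0.36) also lay below their random ranges. Mitotic mRNAs had a median of 0.17 (16 of 26 higher by 0.10 or more), above their range (−0.09 to 0.09), with Ttk at 1.02, Cdca8 at 0.46 and Mad2l1 at 0.41, and cytosolic ribosomal proteins lay at 0.03, just above theirs. Of 60 such medians (20 lists in 3 comparisons), 12 lay outside their random ranges, where 3 would if the members of a list varied independently. Genes of a list can vary together, and the tail comparisons share a control, so more than 3 may arise by chance. Among single transcripts with a mean of at least 20 TPM, Mir466b-4 and Mir466b-6, which carry identical values, were the lowest (−8.09), set by a ratio of 8.81 in the control, and the Actr3 transcript NM_001205386 was the highest (6.18), set by a ratio of −5.73 in the control. With CTG480 and the Kif1c tail, 254 of 1151 transcripts of the lowest 10% were shared, a ratio of 2.21 to independent lists (odds ratio 2.99). Snord87 was low in both, at −3.65 with the Kif1c tail, as were Gm20594 (−1.13), Wnk1 NM_001185020 (−0.99) and Ndufs1 (−0.80). Gm20594, Wnk1 and Ndufs1 come from Supplementary Data 2, where every transcript is lower in each comparison. Low with CTG480 but high with the Kif1c tail were 249 transcripts, Ctnnb1 NM_001165902 (3.36) among them, and the reverse held for 281. Random reassignment of each transcript's ratios gave a mean of 268 (243 to 293). Among the 5425 transcripts with a mean of at least 20 TPM, 81 were shared, below the reassigned range (90.0 to 122). At that minimum, CTG480 and the Kif1bα tail shared 110, within their range (88 to 121). The Kif1bα and Kif1c tails, which share the Kif1bβ tail as control, had 515 transcripts of the lowest 10% in common. Independent lists would share 115, and reassigned ratios against the shared control gave a mean of 518 (490 to 546). The covariance of the differences was 0.199 against 0.202 when reassigned, and a single control library cannot be split.

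**Figure D1:**
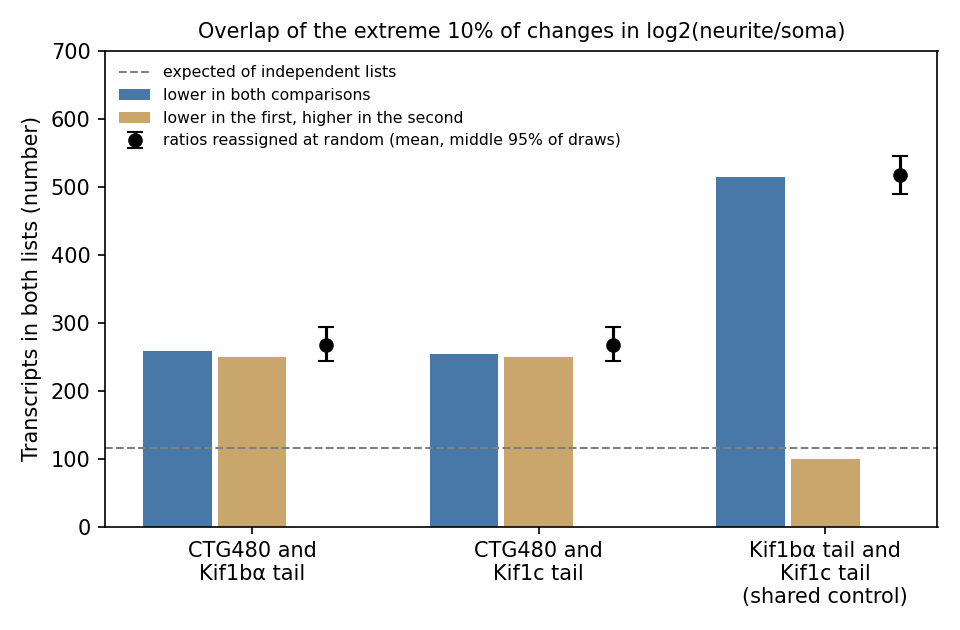
Number of transcripts in both lists (vertical axis) for 3 pairs of comparisons, with bars for transcripts in the lowest 10% of both comparisons and for those in the lowest 10% of the first and the highest 10% of the second. Black points and error bars are the mean and the middle 95% of draws when each transcript's ratios are reassigned at random, and the dashed line is the number expected of independent lists (115). For CTG480 with the Kif1bα tail the bars stand at 259 and 250, for CTG480 with the Kif1c tail at 254 and 249, and for the tails with each other at 515 and 99.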

A similar ~2.4-fold enrichment in overlap was observed when comparing mRNAs mis-localized after CTG480 expression to those mis-localized after Kif1c tail over-expression (Fig. 3c).

**Fig. 3:**
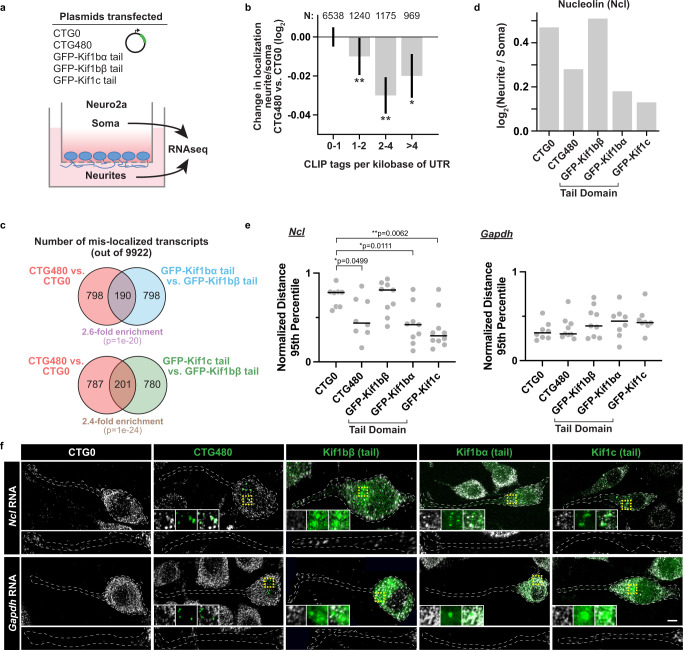
Depletion of MBNL or expression of kinesin tails leads to mis-localization of RNA targets. **a** Experimental design used to deplete MBNLs or over-express kinesin tail dominant negatives in differentiated N2A cells, followed by fractionation of soma and neurites. **b** Bars showing change in localization of mRNAs from neurite to soma in N2A expressing CTG480 as compared to CTG0, as a function of CLIP tag density per kilobase of 5′ and 3′ UTR. *p < 0.01, **p < 0.005 by two-tailed rank-sum test. Data represented as median values ± SEM. Data comes from one biological replicate. **c** Venn diagram showing overlap of mRNA targets mis-localized from neurite to soma upon perturbation by CTG480 relative to CTG0 or Kif1bα/Kif1c tails relative to Kif1bβ tail. *P* values computed by two-tailed Fisher’s Exact test, and enrichment of overlap was computed assuming independence between conditions. **d** The ratio of nucleolin mRNA between neurite and soma across conditions, as assessed by RNAseq. **e** Distances of *Ncl* and *Gapdh* HCR FISH spots from the soma of each cell across conditions. Distances were normalized as a fraction of total neurite length, and the 95th percentile of distances within each cell is plotted as an individual gray circle. Each cell (Ncl - CTG0: *n* = 8 cells, CTG480: *n* = 8 cells, Kif1bβ: *n* = 9 cells, Kif1bα: *n* = 9 cells, Kif1c: *n* = 10 cells; Gapdh - CTG0: *n* = 8 cells, CTG480: *n* = 9 cells, Kif1bβ: *n* = 9 cells, Kif1bα: *n* = 8 cells, Kif1c: *n* = 8 cells; across 3 biological replicates) contained >150 *Ncl* spots and >300 *Gapdh* spots. Bars represent the median across cells. *p < 0.05, **p < 0.01 by two-tailed Mann–Whitney U test. **f** Representative HCR FISH images for *Ncl* and *Gapdh* (red) with CTG repeats or dominant negative kinesin tails (green) in differentiated N2A cells. Scale bar = 10 µm. Source data provided as a source data file.

The mRNA encoding nucleolin (Ncl) was detected in neurites and markedly mis-localized after CTG480, Kif1bα tail, and Kif1c tail over-expression (Fig. 3d). 

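Ncl, which encodes the nucleolar RNA-binding protein nucleolin, lies on the minus strand of chromosome 1 of GRCm38 from 86344719 to 86359455. Its log2(neurite/soma) was 0.47 with CTG0 and 0.51 with the Kif1bβ tail, against 0.28 with CTG480, 0.18 with the Kif1bα tail and 0.13 with the Kif1c tail. In neurites, Ncl stood at 241 TPM with CTG0, 261 TPM with the Kif1bβ tail, 208 TPM with CTG480, 230 TPM with the Kif1bα tail and 215 TPM with the Kif1c tail. In soma it stood at 174, 183, 171, 203 and 196 TPM in the same order. Over the 5 transfections, Ncl was higher in neurites (231 ± 21.0 TPM, SD, n = 5) than in soma (185 ± 13.9 TPM, SD, n = 5), with a log2 difference of 0.31 (standard error 0.064, adjusted p = 0.00811 from limma, higher in 5 of 5). The SD and p here are over different transfections, not replicates of 1 condition. The transcript NM_010880 has 14 exons and 707 codons, with 12 YGCY motifs in 177 nt of 5′ UTR, 16 in 2121 nt of coding sequence and 64 in 5904 nt of 3′ UTR. Gapdh, the glycolytic enzyme used as a control, had differences to its controls of 0.11 with CTG480, 0.10 with the Kif1bα tail and 0.05 with the Kif1c tail. Those of Ncl were −0.19, −0.33 and −0.38. Among the 500 transcripts nearest in mean TPM (118 to 297 TPM), 13.8%, 6.6% and 7.2% had lower values in these comparisons, and 5 of the 500 were as low as Ncl in all 3. Of the same 500, 66 had all 3 perturbed transfections below both controls and 68 had them above. Ncl is in Supplementary Data 2, where every transcript is lower in each comparison, and the paper used these libraries to find transcripts for FISH. The rank of Ncl among its neighbours is therefore not independent evidence of its mis-localization.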

Nucleolin, an RNA binding protein, inhibits axonal growth of sensory neurons through localization of importin β1 RNA and is present in axons, potentially playing a role to sense and regulate cell size^44^. MBNL1 CLIP tags and YGCY motifs are present in the UTRs and coding sequence of the *Ncl* transcript (Supplementary Fig. 5a), which prompted us to confirm subcellular localization by HCR RNA FISH. Indeed, *Ncl* mRNA spots were depleted from neurites after CTG480 over-expression, and occasionally co-localized with CTG repeats and dominant negative Kif1bα and Kif1c (Fig. 3f). Upon quantitation, the 95th percentile of *Ncl* HCR FISH spot distances (normalized as a percentage of total neurite length from the cell body centroid) was decreased after CTG480, Kif1bα tail, or Kif1c tail over-expression but not after CTG0 or Kif1bβ overexpression, while *Gapdh* localization was unaffected in all conditions (*p < 0.05, **p < 0.01 by two-tailed Mann–Whitney *U* test, Fig. 3e). *Ncl* mRNA mis-localization was assessed in another neuronal cell line, CAD, in response to the same perturbations. Similar mis-localization of *Ncl* mRNA was observed, in addition to co-localization with intranuclear repeat foci (Supplementary Fig. 5b, c). Together, these data suggest that MBNL1 and specific kinesins may play roles to localize mRNAs to neurites, and that localization of *Ncl* mRNA to neurites requires MBNL1 and Kif1bα or Kif1c.

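Taking the transfections as 3 perturbed (CTG480, Kif1bα tail, Kif1c tail) and 2 controls (CTG0, Kif1bβ tail), Ncl had a lower localization ratio in the perturbed ones (log2 difference −0.29, standard error 0.096, adjusted p = 0.939 from limma). All 3 perturbed transfections lay below both controls for Ncl and for 1058 of 9853 genes (10.7%), and above both for 1027 (10.4%), where chance gives 10%. The genes with the smallest p were Svbp, a partner of tubulin-detyrosinating enzymes (−1.67, adjusted p = 0.443 from limma), and the histone Hist1h2bj (1.57, adjusted p = 0.443 from limma), followed by Rbak (−0.85) and Rnf25 (0.61). Mbnl1 (0.00), Mbnl2 (−0.02) and Gapdh (0.08) had differences within their standard errors. Nucleolar ribosome biogenesis mRNAs (median −0.08) and proteasome mRNAs (median −0.06) had the smallest p among 20 lists, and neither passed (adjusted p = 0.0727 each from limma's camera). No gene passed an adjusted p under 0.05 from limma, and 512 had an unadjusted p under 0.05, of which 260 were lower in the perturbed transfections. The units of this test are different transfections, not replicates of 1 condition. In simulated data of the same design, limma recovered 59 of 100 genes changed by 1 on the log2 scale and 90 of 100 changed by 2. Smaller changes, such as the −0.29 of Ncl, were not simulated, so the share of these that would be missed is unknown. From its sequencing and its FISH in N2A and CAD cells, the paper proposes that MBNL1 and specific kinesins may have roles in bringing mRNAs to neurites, and that the presence of Ncl mRNA there needs MBNL1 and Kif1bα or Kif1c.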

### Association of MBNL1 with kinesin motors requires intact zinc fingers

We sought to identify specific domains of MBNL1 responsible for kinesin association. We first assessed RNA dependency by employing RNA Interaction Mutants (RIMs) that disrupt RNA binding activity of MBNL1 zinc fingers (ZnFs) yet preserve ZnF structure^45^. Co-expression of EGFP-tagged MBNL1-41-RIM with FLAG-tagged BicD2-Kif1c yielded a similar level of centrosome enrichment as compared to wild-type EGFP-MBNL1-41, suggesting that kinesin association does not require RNA binding activity (log_2_ mean centrosome enrichment: 0.556 vs. 0.497, Fig. 4a–c). The non-ZnF domains of MBNL1 lack defined structure as predicted by AlphaFold^46,47^ (Fig. 5a, top), and roles of unstructured domains in other RBPs have been implicated in protein-protein interactions, liquid-liquid phase separation, and stress granule formation, among other functions^48^. The exon 3 linker between ZnF pairs confers flexibility for enhanced RNA binding and splicing regulation^49^. While the C-terminal tail was initially proposed to contain a trans-membrane domain^50^, it also contains a bipartite NLS sequence within exon 6 and a dimerization domain within exon 7^49,51^; presence of this C-terminal tail also enhances formation of stable CUG repeat foci^52^. To test the ability of unstructured domains to mediate kinesin association, we generated a mutant lacking both exon 3 and the C-terminal tail (MBNL1-Δ3, ΔC RIM) and co-expressed them with BicD2-Kif1c. This protein exhibited a more cytoplasmic distribution compared to the 41 kDa isoforms and, notably, an even stronger enrichment at centrosomes, potentially explained by its increased abundance in the cytoplasm (log_2_ mean centrosome enrichment: 0.724, ****p < 0.0001 by two-tailed Mann–Whitney *U* test, Fig. 4a–c). Therefore, the unstructured domains appear dispensable for kinesin-dependent transport.

**Fig. 4:**
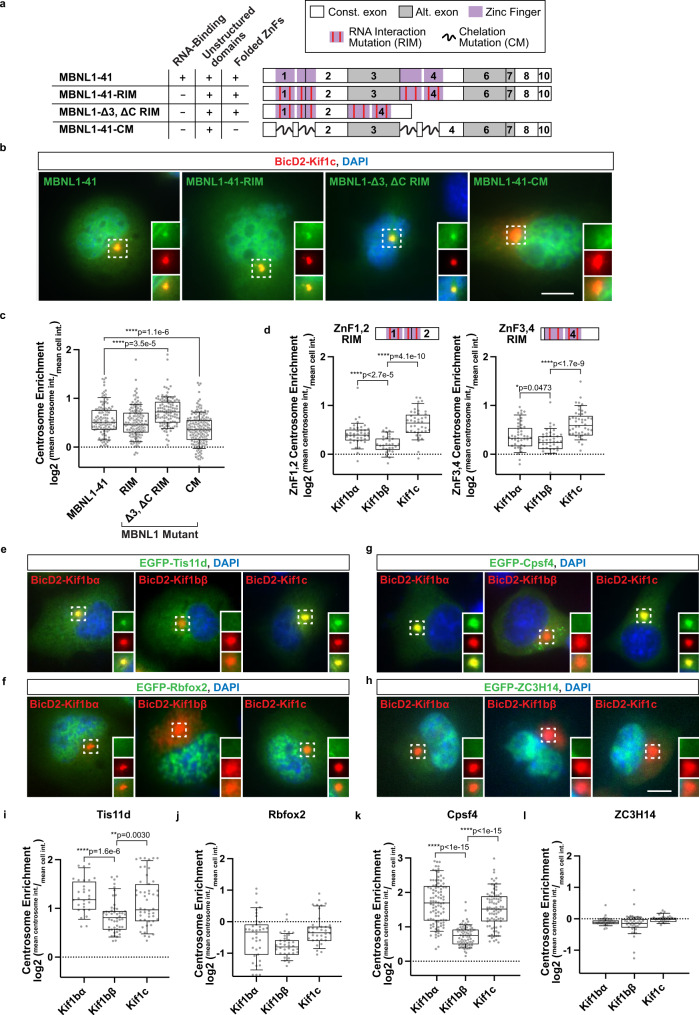
Zinc fingers of MBNL1 are necessary and sufficient to associate with kinesins in an RNA binding-independent manner, and structurally similar zinc fingers in other RBPs associate with the same kinesins. **a** Schematic of EGFP-MBNL1 mutants tested. **b** Representative images of centrosome enrichment for each mutant (green) as tested with BicD2-Kif1c tail fusions (red) in N2A cells. Nuclei labeled with DAPI (blue). **c** Quantitation of centrosome enrichment for each mutant. MBNL1-41: *n* = 112 cells (53, 19, and 40 cells in each replicate), MBNL1-41-RIM: *n* = 146 cells, MBNL1-Δ3, ΔC RIM: *n* = 106 cells, MBNL1-41-CM: *n* = 182 cells. **d** Quantitation of centrosome enrichment for EGFP-ZnF1/2 RIM and EGFP-ZnF3/4 RIM mutants using BicD2 kinesin tail fusions. MBNL1-ZnF1,2 RIM - Kif1bα: *n* = 39 cells, Kif1bβ: *n* = 29 cells, Kif1c: *n* = 40 cells; MBNL1-ZnF3,4 RIM - Kif1bα: *n* = 42 cells, Kif1bβ: *n* = 39 cells, Kif1c: *n* = 44 cells. **e** Representative images of centrosome enrichment for Tis11d (green); **f** Rbfox2 (green); **g** Cpsf4 (green); and (**h**) ZC3H14 (green) with BicD2 kinesin tail fusions (red) in N2A cells. **i** Centrosome enrichment quantitation for Tis11d - Kif1bα: *n* = 29 cells, Kif1bβ: *n* = 49 cells, Kif1c: *n* = 49 cells; and (**j**), Rbfox2 - Kif1bα: *n* = 36 cells, Kif1bβ: *n* = 35 cells, Kif1c: *n* = 36 cells; and (**k**), Cpsf4 - Kif1bα: *n* = 95 cells, Kif1bβ: *n* = 88 cells, Kif1c: *n* = 81 cells; and (**l**), ZC3H14 - Kif1bα: *n* = 43 cells, Kif1bβ: *n* = 40 cells, Kif1c: *n* = 25 cells. Bars represent median, box outline represent upper and lower quartiles, whiskers represent 10th and 90th percentiles. Dotted line represents no enrichment (=1). Scale bars = 5 µm. ****p < 0.0001, **p < 0.01, *p < 0.05 by two-tailed Mann–Whitney *U* test. Nuclei labeled with DAPI (blue). All experiments performed across 3 biological replicates. Source data provided as a source data file.

Because the unstructured domains did not mediate kinesin association, we finally tested whether the ZnFs themselves possess these functions. We mutated several cysteine and histidine residues to prevent zinc ion chelation and thus induce mis-folding (CM, chelation mutants)^45^. EGFP-tagged MBNL1-41-CM showed significantly decreased recruitment at centrosomes when co-expressed with BicD2-Kif1c, revealing that, indeed, the ZnF domains are important for MBNL-kinesin interactions (log_2_ mean centrosome enrichment: 0.356, ****p < 0.0001 by two-tailed Mann–Whitney *U* test, Fig. 4a–c). Isolated ZnF pairs (ZnF1,2 and ZnF3,4) alone showed selective recruitment by BicD2-Kif1bα and BicD2-Kif1c relative to BicD2-Kif1bβ, although recruitment with Kif1c was slightly stronger (*p < 0.05, ****p < 0.0001 by two-tailed Mann–Whitney U test, Fig. 4d).

These observations led us to ask whether similarly structured ZnFs might also associate with the same kinesin tails. Tis11d, which regulates stability of AU-rich mRNAs, has ZnFs that fold similarly to those of MBNL^53^; therefore, we tested Tis11d in our centrosome recruitment assay. Strikingly, Kif1c and Kif1bα, but not Kif1bβ, efficiently recruited Tis11d (log_2_ mean centrosome recruitment Kif1bα vs. Kif1bβ vs. Kif1c – 1.235 vs. 0.826 vs. 1.131, **p < 0.01, ****p < 0.0001 by two-tailed Mann–Whitney *U* test, Fig. 4e, i). This pattern of recruitment was not observed with Rbfox2, which contains 3 RNA recognition motifs (RRMs) rather than ZnFs; this RBP exhibited little association with any of the 3 kinesin tails tested (Fig. 4f, j). Furthermore, Cpsf4, which recognizes polyadenylation sites in pre-mRNA and also contains similarly folded ZnFs, also showed selectivity for Kif1c and Kif1bα (log_2_ mean centrosome recruitment Kif1bα vs. Kif1bβ vs. Kif1c – 1.708 vs. 0.733 vs. 1.522, ****p < 0.0001 by two-tailed Mann–Whitney *U* test, Fig. 4g, k). However, ZC3H14, an RBP that contains C_3_H ZnFs with cysteine and histidine residues spaced differently from MBNL1, showed no centrosome recruitment with any of these 3 tails (Fig. 4h, l). Together, these findings reveal an association between MBNL1 ZnFs and specific kinesins for directed transport in an RNA binding-independent manner and also suggest a structural code underlying mRNA trafficking as controlled by specific RBP-kinesin associations.

### Unstructured domains of MBNL1 enhance association with membranes

We next addressed potential roles of the unstructured domains of MBNL. Previously, MBNLs were established to localize mRNAs to endoplasmic reticulum membranes for local translation of secreted proteins^26^. Here, observations of immobile granules in C2C12 myoblasts are consistent with a membrane anchoring function (Fig. 1f; Supplementary Movie 2). We directly tested whether unstructured domains of MBNL1 might facilitate membrane docking and association by studying EGFP-tagged, truncated versions of MBNL1 lacking either the C-terminal tail, or the C-terminal tail and exon 3 (ΔC or Δ3, ΔC mutants, Fig. 5a). These truncated MBNL1 proteins, along with full-length MBNL1, were stably introduced into mouse embryonic fibroblasts (MEFs) lacking endogenous Mbnl1 and Mbnl2, to preclude any potential piggybacking on target mRNAs that might localize to membranes via endogenous MBNL proteins. These cells were fractionated using digitonin and Triton X-100 to yield cytosolic and membrane-associated compartments, respectively (Fig. 5b). Successful separation was confirmed by enrichment of Hsp90 and calnexin in cytosolic and membrane fractions, respectively (Fig. 5c). All EGFP-tagged MBNL1 proteins were detected in both fractions, and quantitation of EGFP-MBNL1 relative to β-actin protein showed greatest membrane enrichment for full-length MBNL1, decreased enrichment upon removal of the C-terminal tail, and least enrichment upon removal of both C-terminal tail and exon 3 (Fig. 5d). These observations suggest that the unstructured domains of MBNL1 may contribute to membrane docking, with implications for mRNA localization and local translation.

**Fig. 5:**
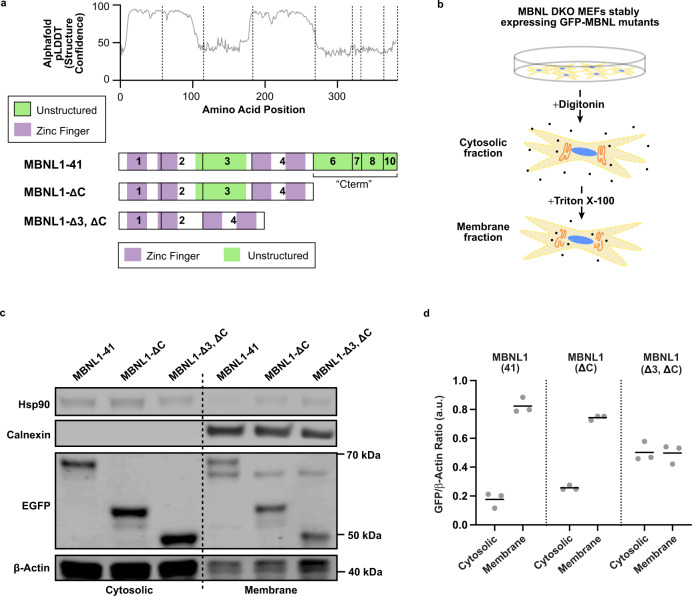
Unstructured domains of MBNL1 confer membrane association properties. **a** Structure confidence as assessed by Alphafold for the 41 kDa isoform of MBNL1; this metric is aligned to the exon structure below, and additional MBNL1 mutants which lack exon 3 and/or the C-terminal tail are also illustrated. **b** Schematic of detergent-based subcellular fractionation approach in Mbnl1/2 double knockout mouse embryonic fibroblasts. **c** Representative Western blot of EGFP-MBNL1 mutants following subcellular fractionation of cytosolic and membrane-associated compartments. Hsp90 shows enrichment in the cytosolic fraction; Calnexin the membrane fraction. **d** Quantitation of EGFP-MBNL1 concentration in each compartment as normalized to β-actin loading control, across 3 biological replicates. Source data provided as a source data file.

### Recruitment of a synthetic mRNA to membranes by heterologous reconstitution of MBNL unstructured domains

While experiments above support association of MBNL unstructured domains with membranes, they do not prove a direct role in RNA targeting. To test this possibility, we developed stable C2C12 myoblasts expressing a ponasterone-inducible 45xMS2 RNA reporter, and also stably integrated various tetracycline-inducible fusions of MBNL1 domains to MS2 coat protein (MCP) and HaloTag (MCP-Halo) for live cell imaging of RNP granules^54^ (Fig. 6a). C2C12 myoblasts expressing MCP-Halo fusions without MS2 RNA reporter exhibit diffuse signal, whereas co-expression of the MS2 reporter yields visible motile granules in the cytoplasm (Supplementary Movie 5). The utility of this approach, which we term RBP Module Recruitment and Imaging (RBP-MRI), lies in the fact that each visible particle contains multiple copies of the RBP of interest, thus providing a readout biased toward behavior of that RBP. We obtained time lapse images of C2C12 myoblasts at 10 frames per second for 1 min and analyzed particle tracks using the Fiji plugin TrackMate^55^ (representative tracks shown in Fig. 6b; Supplementary Movie 3).

**Fig. 6:**
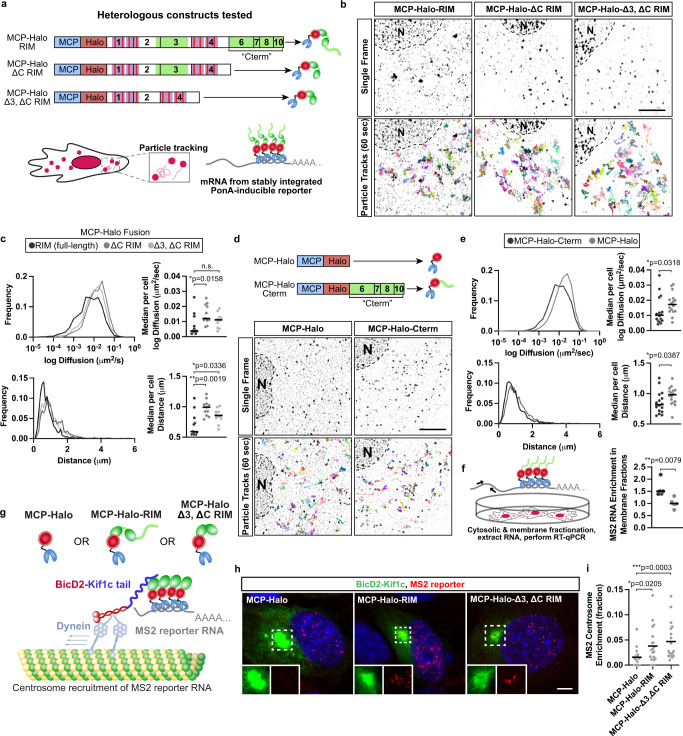
Heterologous reconstitution of domains from MBNL to localize RNAs in a kinesin- or membrane anchoring-dependent manner. **a** MS2 reporter system used to image single RNA molecules and reconstitute activities of MBNL domains to localize RNAs by fusion to MCP-Halo. Fusions generated include full-length MBNL1 or truncated MBNL1 without C-terminal tail and/or exon 3; ZnFs in these contexts were all RIM mutants incapable of binding RNA. **b** Particle tracks (multi-colored) from C2C12 myoblasts stably expressing MCP-Halo-RIM, MCP-Halo-ΔC RIM, or MCP-Halo-Δ3, ΔC RIM. **c** Inferred ensemble log diffusion coefficients (µm^2^/s) and maximum distance (µm) traveled for particles in each condition; MCP-Halo-RIM: 1233 particle tracks, MCP-Halo-ΔC RIM: 1039 particle tracks, MCP-Halo-Δ3, ΔC RIM: 934 particle tracks. Median per cell log diffusion coefficients (µm^2^/s) and maximum distance travelled for each particle (µm); *n* = 11 cells per condition across 3 biological replicates. **d** Schematic and particle tracks (multi-colored) from movies of C2C12 myoblasts stably expressing MCP-Halo or MCP-Halo-Cterm. **e** Inferred ensemble log diffusion coefficients (µm^2^/s) and maximum distance (µm) traveled for particles in each condition; MCP-Halo: 1205 particle tracks, MCP-Halo-Cterm: 885 particle tracks. Median per cell log diffusion coefficients (µm^2^/s) and maximum distance (µm); *n* = 16 cells per condition across 3 biological replicates. **f** Enrichment of MS2 reporter mRNA as assessed by RT-qPCR from membrane and cytosolic fractions of C2C12 myoblasts in the presence of MCP-Halo or MCP-Halo-Cterm, *n* = 5 biological replicates for each condition. **g** Schematic of MS2 reporter system used to reconstitute kinesin-dependent transport of RNA via MBNL1 zinc fingers. **h** Representative images from C2C12 myoblasts of HCR FISH (red) against the MS2 mRNA reporter in the presence of BicD2-Kif1c (green) and Halo-MCP fusions. Nuclei labeled with DAPI (blue). **i** Quantitation of the fraction of SunTag-MS2 RNA molecules present at the centrosome relative to the whole cell across each condition. Scale bars = 5 µm. *p < 0.05, **p < 0.01, ***p < 0.001 by two-tailed Mann–Whitney *U* test. Source data provided as a source data file.

To assess contributions of the unstructured C-terminal tail and/or exon 3 to RNP dynamics, MCP-Halo-MBNL1-RIM was first compared to MCP-Halo-MBNL1-ΔC RIM and MCP-Halo-MBNL-Δ3, ΔC RIM (Fig. 6a, top). The use of RNA Interaction RIM mutants and the MS2-MCP system decouples observations of MBNL1-mediated RNA localization dynamics from RNA binding activities of MBNL1 ZnFs (Supplementary Movie 4). Analyses of ensemble particle diffusion coefficients and maximum distance traveled showed that particles containing the MBNL1 C-terminal tail travel shorter distances and are least diffusive (median ensemble diffusion: 6.7 × 10^−3^ μm^2^/s, median ensemble distance: 0.689 μm, Fig. 6c). The presence of exon 3 did not appreciably modulate particle behavior beyond the contribution of the C-terminus (median ensemble diffusion of ΔC RIM: 1.47 × 10^−2^ μm^2^/s, Δ3, ΔC RIM: 1.16 × 10^−2^ μm^2^/s; median ensemble distance of ΔC RIM: 0.988 μm, Δ3, ΔC RIM: 0.879 μm, Fig. 6c). Significant differences in per cell diffusion and maximum distance recapitulated ensemble observations (n.s. = *p* > 0.05, *p < 0.05, **p < 0.01 by two-tailed Mann–Whitney U test, Fig. 6c). We next tested whether the C-terminal tail alone, decoupled from any ZnFs, might be sufficient to enhance anchoring dynamics (Fig. 6d). MCP-Halo alone showed diffusive, Brownian motion, but MCP-Halo fused to the C-terminal tail showed much more confined dynamics (median ensemble diffusion of +C-term: 1.10 × 10^−2^ μm^2^/s, MCP-Halo: 2.31 × 10^−2^ μm^2^/s; median ensemble distance of +C-term: 1.15 μm, MCP-Halo: 1.55 μm, Fig. 6e). Again, we observed significant differences in per cell diffusion and maximum distance when the C-terminal tail is present (*p < 0.05 by two-tailed Mann–Whitney U test, Fig. 6e). Taken together, these results show that the MBNL1 C-terminal domain is necessary and sufficient for restricted mobility and RNP anchoring behavior.

To directly link these differences in mobility to membrane association of target RNAs, we performed subcellular fractionation, similar to experiments in Fig. 5, and assessed the role of the MBNL1 C-terminal domain to influence MS2 RNA abundance in membrane and cytosolic compartments using RT-qPCR (Fig. 6f). The presence of the C-terminal domain promoted ~60% greater association of MS2 reporter RNA with the Triton-sensitive membrane fraction relative to the cytosol, as compared to a Gapdh control mRNA (**p < 0.01 by two-tailed Mann–Whitney *U* test, Fig. 6f). These observations suggest that the C-terminal tail anchors MBNL1 and its target mRNAs to membranes, consistent with slower RNP dynamics as visualized in live cells. Analogous to the role of zinc fingers to mediate kinesin motor association, the C-terminal domain performs these functions in an RNA binding-independent manner.

### Kinesin tail-dependent transport of a synthetic mRNA reporter by heterologous reconstitution of MBNL ZnFs

In previous experiments, we showed that MBNL1 ZnFs associate with specific kinesin tails, as supported by co-transport in cells and by co-immunoprecipitation in a detergent-resistant manner. However, this does not prove that these associations facilitate RNA transport. To demonstrate this, we again turned to our RBP-MRI approach. To assess whether MBNL ZnFs can localize RNAs in a kinesin-dependent manner, we co-expressed a BicD2-Kif1c tail fusion, which pulls cargoes to the centrosome, with stably integrated tet-inducible MCP-Halo, MCP-Halo-MBNL1 (RIM), or MCP-Halo-MBNL1 (Δ3, ΔC RIM) fusions (Fig. 6g). We performed HCR FISH against the MS2 reporter RNA and counted RNA molecules at the centrosome and in the entire cell (Fig. 6h). Two to three-fold greater MS2 RNA molecules localized to the centrosome in the presence of both MCP-Halo-RIM fusions, as compared to MCP-Halo alone (*p < 0.05, ***p < 0.001 by two-tailed Mann–Whitney U test, Fig. 6i). These observations suggest that MBNL ZnFs are sufficient to localize RNAs to distinct subcellular locations in a kinesin-dependent manner, independent of ZnF RNA binding activity. Overall, this heterologous system allowed us to decouple and characterize distinct activities of modular MBNL protein domains then synthetically reconstitute them in a variety of systems.

### MBNLs regulate the biogenesis of their kinesin transport partners

Importantly, Kif1bα and Kif1bβ are alternative isoforms generated from the *Kif1b* gene; Kif1bα is generated by use of an alternative last exon and earlier polyadenylation site relative to Kif1bβ (Fig. 7a). MBNL is well-established to regulate alternative splicing, alternative last exon usage, and alternative polyadenylation in the nucleus. To our surprise, examination of previously generated datasets^22,56^ show that the ratio of Kif1bα to total Kif1b changes upon MBNL depletion. Overall Kif1bα/KIF1Bα levels relative to total Kif1b/KIF1B are decreased in mouse embryonic fibroblasts lacking Mbnl1 and Mbnl2 (DKO), and in human DM1 tibialis anterior biopsies (Fig. 7b, c). Consistent with a potential direct role in enhancing the cleavage and polyadenylation of Kif1bα, MBNL CLIP tags are found in the 3′ UTR of this isoform^26,27^. These findings suggest that MBNL regulates the production of specific kinesin isoforms with which it subsequently associates in the cytoplasm. Thus, we find that not only does MBNL mediate several distinct steps in RNA localization, including RNA binding, kinesin engagement, and membrane anchoring, but that it also regulates the abundance of the specific motors with which it interacts by alternative splicing (Fig. 7d). In principle, this molecular circuitry may allow the cell to appropriately match supply and demand of a specific motor by using the same RBP in both the nucleus and cytoplasm.

**Fig. 7:**
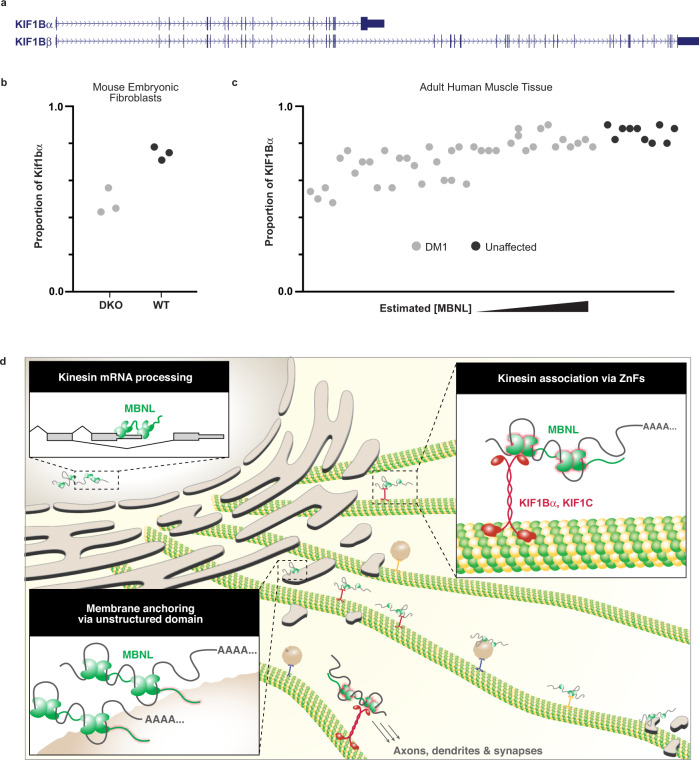
MBNL1 regulates the production of kinesin tails with which it associates in the cytoplasm. **a** Representation of alternative last exon usage in the KIF1B gene, which yields two isoforms. **b** Proportion of Kif1bα vs. total Kif1b in Mbnl1/2 double knockout mouse embryonic fibroblasts and (**c**), KIF1Bα vs. total KIF1B in human DM1 tibialis. **d** Model for how MBNLs regulate production of kinesin tails with which they associate in the cytoplasm to travel along microtubules and anchor at membrane destinations.

## Discussion

Highly differentiated cells use molecular motors and RBPs to localize mRNAs to subcellular compartments to generate and maintain local protein gradients. This is particularly apparent in neurons^57^, muscle^58,59^, heart^60^, intestinal epithelium^61^, and other cell types, but specific interactions between molecules necessary for mRNA localization are not clear. Immunoprecipitation-based methods have identified putative binding partners for a number of kinesins, most notably the conventional kinesin-1, kinesin-2, and kinesin-3 family members and additional kinesins such as KIF21, KIF26A, and KIF13B^43,62–66^. Other unbiased approaches^67^ or yeast 2-hybrid systems^68^ have been taken to identify RBP-kinesin interactions at higher throughput scale. FMRP, ZBP1, hnRNP Q, Pur-α, SFPQ, Staufen1, egalitarian, and tropomyosin are RBPs that have been associated with specific kinesins in mammalian and *Drosophila* systems, but the sheer number of motors and cargoes implies that we have only explored a small subset of all possible interactions^4,7–9,69–75^. Here, we show that MBNL interacts with specific motor proteins, Kif1bα and Kif1c, for directed transport (Fig. 2). No RBPs were previously known to specifically interact with these motors. Surprisingly, we found that these interactions are mediated through ZnF domains in a non-RNA binding-dependent manner, with each pair of ZnFs sufficient for kinesin association (Fig. 4b–d). Similarly structured ZnFs, such as Tis11d and Cpsf4, showed similar kinesin selectivity. Additional studies would be required to determine the precise nature of kinesin-MBNL association, and whether additional protein adapters are required to form, stabilize, or disrupt these interactions. Overall, our findings raise the possibility of a broader, well-defined code that dictates RBP-kinesin specificity, with implications for understanding and manipulating microtubule-dependent RNA localization patterns.

Kif1bα has been implicated in mitochondrial trafficking^76,77^ and localizes to postsynaptic densities^78^, but was not known to localize RNAs or associate with RBPs. The alternatively spliced isoform Kif1bβ has been more extensively studied; it transports synaptic vesicle precursors through IGF1R, regulates axonal outgrowth, and is implicated in Charcot-Marie-Tooth disease and neuroblastoma^14,79^. Kif1c, whose tail domain is 58% similar to Kif1bα (compared with 46% similarity to Kif1bβ and 21% similarity to Kif5b), is involved in transport of mitochondria and dense core vesicles, and is a fast kinesin^67,80^. Although it is plus-end-directed, it undergoes bidirectional transport through association with dynein and is subject to an autoinhibitory mechanism in which its stalk inhibits the motor domain in the absence of Hook3 and Ptpn21^81,82^. Kif1c transports mRNAs, including its own transcript, to cell protrusions through an APC-dependent mechanism^83,84^. Notably, at the transcript level, Kif1bα and Kif1c together comprise ~75% and ~50% of the total kinesin transcript pool in muscle and heart tissue, respectively, and ~26% and ~30% in the substantia nigra and spinal cord, respectively (Supplementary Data 3). These high abundances might imply particularly important roles for these motors to transport cargoes in these tissues.

From these studies, it is unclear whether a single ZnF pair can simultaneously associate with binding targets. Differential RNA binding properties of each ZnF pair have been characterized, with ZnF(1,2) showing greater specificity than ZnF(3,4) for YGCY motifs^38^. In our assays, we did not detect strong differences in kinesin association between ZnF(1,2) vs. ZnF(3,4) (Fig. 4d). Thus, one possibility could be that one ZnF pair engages kinesin, while the other pair engages RNA. Alternatively, both pairs of ZnFs could engage RNA simultaneously with a single kinesin tail, or potentially even 2 separate kinesin tails or motors. Given the dimerization potential of MBNL1 via exon 7^49^, multivalency for both RNA binding and kinesin association could be achieved, with a total of 4 ZnF pairs linked together in a single complex. We observed accumulation of *Ncl* mRNA, an MBNL target, at CUG RNA foci in both N2A and CAD cells (Fig. 3f, Supplementary Fig. 5b, c), raising the possibility that multiple RNAs could be tethered through 2 distinct MBNL ZnF pairs, or via dimerized MBNL proteins. Indeed, expression of MBNL lacking the C-terminal tail lessens the stability of CUG RNA foci^52^. Given that kinesin associates with MBNL ZnFs, the potential for tethering may not only apply to RNAs but also motors—since kinesins and dyneins work in teams to carry protein complexes and/or vesicles^85,86^, RBPs or RNPs could serve as multivalent adapters to bring multiple motors together into a single complex.

RNA localization has been proposed to involve not only RNP assembly and engagement with motors, but also anchoring to destinations. The sushi-belt model proposes that “hungry synapses” remove RNPs from the belt when activated^87^. It is unclear how RNAs anchor at synapses, although interactions with intracellular membranes, including ER, is a possibility. MBNL targets are enriched in signal peptides, with many encoding membrane proteins^26^. ER is enriched at dendritic branch points and synapses^88^, which may also serve as sites of docking for MBNL-containing RNPs. We found that the MBNL1 C-terminal domain alone is sufficient to slow RNP movement, limit total distance traveled, and enhance association of a reporter RNA to triton-sensitive fractions of mouse myoblasts. Interestingly, a paralog of Tis11d, Tis11b, helps form an ER-associated membraneless domain^89^. Therefore, not only do MBNL and Tis11 family members share preferences for certain kinesins via their ZnFs, but they may also exhibit parallels in membrane anchoring activities.

The association of RBPs with membranes also has implications for RNA localization by way of motile endosomes and lysosomes. Tethering of RNA granules to endosomes in a Rab7a-dependent manner^11^ or to lysosomes in an ANXA11-dependent manner^12^ may hold implications for MBNL-mediated anchoring of RNAs to membranes. Similar to MBNL, multiple domains of ANXA11 perform distinct functions; the low-complexity domain mediates phase separation with membraneless RNA stress granules and the C-terminal annexin-repeat region acts as a binding partner for lysosomes. Mutations in the low-complexity domain and annexin domains of ANXA11 have also been associated with ALS, highlighting the importance of unstructured domains and membrane tethering for cellular function and homeostasis^90,91^. It remains to be determined whether MBNL also tethers RNAs to endosomes or lysosomes, and if there are preferences according to Rab composition. MBNL is also post-translationally modified by ubiquitination^35^, however, it is unknown whether this or other modifications impact MBNL-membrane associations. Together, these observations highlight the modularity of both globular and unstructured domains of RBPs to carry out post-transcriptional regulation, and the potential for multiple overlapping mechanisms to co-exist in the cell.

Several neurological, neurodegenerative, and neuromuscular diseases are caused by mutations or perturbations to RBPs and kinesins. Mutations in highly expressed RBPs such as hnRNP A1, hnRNP A2B1, TDP-43, and FUS are associated with ALS^92^. Mutations in the ATP binding site of KIF1Bβ are linked to Charcot-Marie-Tooth disease type 2A^14^. Motor or tail domain mutations in KIF1C cause autosomal recessive hereditary spastic paraplegia or ataxia^93,94^. Motor or stalk domain mutations in KIF5A cause hereditary spastic paraplegia, and tail domain mutations in KIF5A cause ALS^17,18,92^, which may be explained by disrupted auto-inhibition^95^. Depletion of SMN in spinal muscular atrophy perturbs RNP granule formation and has deleterious effects on local translation in motor neurons^2,96^. In DM1, MBNLs are depleted by expanded CTG repeat expression, with clear changes in global splicing patterns and potential changes in RNA localization in myoblasts^26^. Our observations here demonstrate that expression of expanded CTG repeats impairs RNA localization in neural cells. Taken together, these findings prompt considerations about other diseases that could be exacerbated by compromised transport, including Huntington’s disease, Alzheimer’s disease, and other dementias. Here, we explored functional consequences of MBNL sequestration and kinesin perturbation by dominant negative tail expression in N2A and CAD neurites. As might be expected, we found modest overlap in shared targets of MBNL, Kif1bα, and Kif1c, given that these kinesins likely also associate with many other RBPs. Nucleolin mRNA was confirmed as a bona fide target that relies on these players; it encodes an RBP that regulates ribosome biogenesis but also localizes to distal neurites^44,97,98^. Ncl protein anterogradely transports importin β1 mRNA to neurites and associates with Kif5a through its glycine/arginine-rich domain^44,99^. Locally translated importin β1, together with Ncl, is brought back to the soma by retrograde transport to control cell size. Here, we find that localization of Ncl mRNA itself is influenced by MBNL and Kif1bα/Kif1c, raising the possibility that Ncl protein in neurites may arise via local translation. Indeed, MBNL1 CLIP tags appear throughout the Ncl mRNA, and it may be translationally repressed while transported by kinesins. Thus, this circuit may control cell size during neurogenesis and potentially even modulate susceptibility to cancer, as mutations connected to KIF1B have been implicated in neuroblastomas^100^, paragangliomas, and pheochromocytomas^101^.

The observation that MBNL protein activity influences the abundance of Kif1bα raises the possibility of feedback between nuclear and cytoplasmic processes, and indeed, the proportion of nuclear vs. cytoplasmic MBNL depends on cell type, state, and ubiquitination status^35^. It remains to be determined whether MBNL directly regulates the splicing or polyadenylation of Kif1b pre-mRNA, as suggested by MBNL-CLIP tags, but an attractive possibility is that this architecture allows a single RBP to control and buffer the number of transport vehicles it can employ to carry out its functions. During muscle differentiation, MBNL activity rises, Kif1bα abundance increases, and there is overall increased reliance on microtubules to distribute mRNAs throughout the cytoplasm^58^. Conversely, depletion of MBNLs in DM not only impairs localization functions of MBNLs, but also reduces the total pool of Kif1bα available for transport. MBNL CLIP tags also appear in the Kif1c 3′ UTR, whose mRNA is also localized to neurites and has multiple alternative polyadenylation sites^27,83^. An open question is whether MBNL may also regulate Kif1c RNA processing and local translation, thus controlling expression of an additional transport partner. Finally, although KIF13A did not recruit MBNL in our kinesin tail screen, exon 32 is believed to be an MBNL splicing target and is a robust biomarker of disease status in DM1—functions of exon 32 are unknown, and a potentially fruitful line of investigation may be to probe its roles in the pathways discussed here^102,103^.

Finally, we establish methods for studying kinesin-RBP-mRNA interactions. Our adaptation of the centrosome recruitment assay could reveal many previously unknown kinesin-RBP interactions if applied to additional targets. RBP-MRI reveals RBP properties by directly tethering RBP domains to the MS2 coat protein and assembling them onto an MS2 reporter RNA, painting a “dynamic caricature” of the RBP. Our assay has similarities to the “TnT translation and tether” assay^104^, but uses Halo signal to directly image RNPs that contain the RBP of interest. Inducible components yield signal to noise properties required to generate high quality movies amenable to automated computational analyses and could be expanded to many additional RBPs. The techniques outlined here provide a platform for further investigation of kinesins, RBP domains, and mRNAs that influence transport, with implications for our global understanding of mRNA localization, as well as how they may go awry in genetic diseases, including DM.

## Methods

### Statistics and reproducibility

All experiments, with exception of neurite fractionation, were performed at least three times. Images shown in panels represent consistent results observed across all replicates. Statistical analyses performed are referenced in each figure legend. All analyses were performed using GraphPad Prism software (Version 9.3.1).

### Plasmids and cloning

All plasmid fusions assembled in-house were generated through standard ligation-based methods using the In-Fusion cloning kit according to manufacturer protocols (Takara, 638920). MBNL1 RNA-interaction and chelation mutant sequences were designed based on plasmids generated by Andrew Berglund^45^. Tis11d coding sequence was synthesized by IDT, Rbfox2 was amplified from mouse cDNA, Cpsf4 was amplified from mouse cDNA, and ZC3H14 was subcloned from a plasmid kindly gifted by Anita Corbitt (Emory University). All above sequences along with MBNL1 and MBNL2 isoforms imaged in primary neurons were cloned downstream of EGFP in a pEGFP-C1 plasmid backbone under control of a CMV promoter (Takara). Full-length kinesin sequences were amplified from mouse cDNA and inserted downstream of an mScarlet-I-containing plasmid in a pcDNA3.1 backbone under the control of CMV promoter and with a flexible glycine-serine linker following mScarlet-I.

For dominant negative conditions, kinesin tail sequences were amplified from mouse cDNA and cloned into pEGFP-C1 as described above. For the centrosome recruitment assay, tail sequences were inserted downstream of a BicD2 dynein adapter in pcDNA3.1 under control of a CMV promoter. Plasmids containing FRB split kinesin tails and FKBP motors were a gift from Gary Banker and described previously^39,40^. Plasmids carrying exons 11–15 of the DMPK gene expressing either 0 or 480 CTG repeats under the control of a CMV promoter were a gift from Tom Cooper (Baylor College of Medicine).

PB-Neo-pERV3 contained a bicistronic ecdysone receptor expression cassette under control of EF-1α promoter and PGK-driven neomycin resistance cassette was first stably introduced into C2C12 myoblasts. An MS2 reporter plasmid (PBPuroPonA-56xSunTag-45xMS2) containing a 56× SunTag coding sequence with a minimal intron upstream of 45x MS2 hairpins in the 3′ UTR and downstream of an ecdysone-responsive promoter with a blasticidin resistance cassette under control of a PGK promoter was then introduced. Finally, plasmids containing tandem MCP with nuclear localization sequences were cloned downstream of a tetracycline-responsive promoter with a puromycin resistance cassette under control of a PGK promoter. An MCP sequence was derived from a plasmid deposited by Robert Singer in the Addgene plasmid repository (Addgene, 40649). Subcloning into the MCP plasmid sequentially introduced the HaloTag sequence (Promega) and MBNL fusions (PB-PuroTet-MCP-HaloTag). MBNL1-EGFP isoform sequences and mutants were amplified from previously established plasmids (see above) and were designed for stable expression of nuclear and cytoplasmic MBNL1 in C2C12 myoblasts and mouse embryonic fibroblasts (MEFs). MS2 array sequence is derived from a plasmid gifted by Edouard Bertrand. All transgenes for inducible MS2-MCP system and stable expression of MBNL1-EGFP isoforms or mutants were flanked by PiggyBac transposon arms^105,106^. Full plasmid sequences have been provided as a data file (Supplementary Data 4).

### Cell lines and transfection

Neuro2a cells (N2A; gift from Chris Burge), MBNL double-knockout MEFs (DKO MEFs; gift from Maury Swanson), and C2C12 myoblasts (ATCC, CRL-1772) were cultured in DMEM supplemented with 100 U/mL penicillin, 100 mg/mL streptomycin, and 10% fetal bovine serum. CAD cells (gift from Chris Burge) were cultured in 1:1 DMEM:Ham’s F12 supplemented with 100 U/mL penicillin, 100 mg/mL streptomycin, and 8% fetal bovine serum. All cells were kept in a humidified incubator with 5% CO_2_ at 37 °C. To induce N2A and CAD cell differentiation, media was changed to DMEM without serum.

For the split kinesin assay, N2A cells were transfected with Lipofectamine 2000 (Thermo Fisher, 11668027) according to manufacturer’s instructions, then imaged after overnight expression and ~3 h incubation with 500 nM A/C heterodimerizer linker drug (Takara, 635055) or 100% ethanol. 10 μM S-Trityl-L-cysteine was added shortly after transfection for BicD2 experiments to stall cells in interphase and stabilize centrosomes. All other transfections in N2A, CAD, C2C12, and MEF lines were performed using TransIT X2 (Mirus, MIR6003) according to manufacturer’s instructions.

### Production of stable C2C12 myoblasts and MEFs

To make an MCP-MS2 reporter line, first, a wild-type C2C12 myoblast line was co-transfected with PB-Neo-pERV3 and an mPB plasmid expressing a PiggyBac transposase. PiggyBac allows for stable integration into the host cell genome^105^. C2C12 myoblasts were then selected with 500 µg/mL G418 (Geneticin) for 2 weeks. Following recovery, C2C12s were then transfected with PB-PuroPonA-56xSunTag-45xMS2 for stable integration and selected with 10 µg/mL blasticidin for 1 week. Following a second recovery, C2C12 myoblasts were transfected with PB-PuroTet-MCP-HaloTag alone or fused to various MBNL1 proteins for stable integration and selected with 5 µg/mL puromycin for 1 week.

Other C2C12 myoblasts expressing various MBNL1 isoforms or DKO MEFs expressing MBNL1-41 and truncated mutants in PiggyBac plasmids were transfected similar to above and selected with 5 µg/mL puromycin for 1 week. All transfections for stable cell lines were performed using TransIT X2 (Mirus, MIR6003) according to the manufacturer’s instructions.

### Primary mouse cortical neuron culture, transfection, and transduction

Cortices isolated from C57BL6 E17 mouse embryos were dissected and dissociated with trypsin at 37 °C (Thermo Fisher Scientific, 15050-065). Cells were plated in MEM/FBS on coverslips previously coated with 1 mg/ml poly-L-lysine in Borate Buffer for 72 h followed by three 1 h washes with sterile water. After 2 h, medium was replaced with astrocyte conditioned Neurobasal Plus Medium (Gibco, A3582901) supplemented with B-27 Plus Supplement (Gibco, A3582801) and GlutaMAX Supplement (Gibco, 35050061). Mouse care and embryonic neuron isolation were performed in adherence to policies and regulations from the Institutional Animal Care and Use Committee (IACUC) at Emory University.

For live imaging of EGFP-MBNL-kinesin co-transport in primary cortical neurons, cells were transfected with Lipofectamine 2000 (Thermo Fisher, 11668027) as follows: fresh culture medium was added to the cells 1:1, then half of the medium was collected. DNA/Lipofectamine mix was prepared according to manufacturer’s instructions and left with the cells for 1.5 h, after which medium was replaced with the collected medium. Neurons were imaged after overnight expression following incubation with 100 ng/mL BDNF for 30 min. Live cell imaging of EGFP-MBNL1 and EGFP-MBNL2 isoforms involved transfection with Neuromag (OZ Biosciences, NM50200) at 7 DIV according to the manufacturer’s protocol. Cells were incubated on a magnet at 37 °C for 20 min, incubated with 100 ng/mL BDNF after 18–24 h, then imaged after 30 min. 8 DIV cortical neurons were transduced with adeno-associated virus containing ssDNA encoding HA-MBNL1. Four days later, at 12 DIV, the cells were processed for quantitative colocalization imaging of HA-MBNL1 and endogenous KIFs.

### Immunofluorescence (IF)

Cells were washed once with phosphate-buffered saline (PBS) then fixed with 4% paraformaldehyde (PFA) for 10 min at room temperature (RT). Cells were then washed 3× with PBS and permeabilized with 0.2% Triton X-100. Cells were washed again 3× with PBS (or Tris-Glycine buffer for neuronal staining) and incubated with primary antibody diluted in PBS containing 3% bovine serum albumin (5% for neuronal staining) and 0.1% Tween-20 (AB buffer) for 1 h at RT. Primary antibodies used for IF include: mouse anti-MBNL1 (1:100, Developmental Studies Hybridoma Bank, MB1a(4A8)), mouse anti-MBNL2 (1:100, Developmental Studies Hybridoma Bank, MB2a(3B4)), rabbit anti-Map2 (1:1000, Millipore-Sigma, AB5622), guinea pig anti-Map2 (1:1000, Synaptic Systems, 188 004), anti-Tau (1:1000, Aves Labs, TAU), mouse anti-Myc (1:100, Developmental Studies Hybridoma Bank, 9E10), mouse anti-γ-Tubulin (1:500, Abcam, ab11316), rabbit anti-FLAG (1:1000, Cell Signaling Technologies, D6W5B), mouse anti-KIF1B - recognizes KIF1Bβ (1:50, EMD Millipore, MABC309), mouse anti-KIF1B - recognizes KIF1Bα (1:50, Santa Cruz, sc-376246), rabbit anti-KIF1C (1:200, Abcam, ab125903), rabbit anti-HA (1:800, Cell Signaling Technologies, C29F4), and mouse anti-HA (1:1000, BioLegend, 901501). Cells were then washed 3X with PBS and incubated with secondary antibody in AB buffer (anti-mouse Alexa Fluor 488, 1:500, Thermo Fisher, A11001; anti-mouse Alexa Fluor 647 1:500, Thermo Fisher, A21235; anti-rabbit Alexa Fluor 647 1:1000, Thermo Fisher, A32733; anti-chicken 633, 1:500, Thermo Fisher, A21103; anti-guinea pig 633, 1:500, Thermo Fisher, A21105) for 1.5 h at RT. Cells were washed 3X with PBS with DAPI (1 ng/uL) included on the final wash, mounted, and imaged.

### Western blotting

For MEFs cytosolic and membrane lysates, protein concentrations were quantified using Pierce BCA protein assay kit (Thermo Fisher, 23225), processed by diluting in 4X LDS buffer (Thermo Fisher, NP0008), and separated on 4–12% Bis-Tris polyacrylamide gels (Thermo Fisher, NP0336) after denaturation for 5 min at 95 °C. Gel electrophoresis was performed for ~90 min at 100 V in 1X MOPS running buffer (50 mM 3-(N-morpholino)propanesulfonic acid (MOPS), 50 mM Tris base pH 8.0, 3.5 mM SDS, 1 mM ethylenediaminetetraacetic acid (EDTA)). Transfer was performed on activated polyvinylidene fluoride (PVDF) membranes (Bio-Rad, 1620264) using iBlot 2 dry transfer machine (Thermo Fisher). Membranes were blocked with SEA BLOCK (Thermo Fisher, 37527) for 30 min at RT. Membranes were then incubated with primary antibodies diluted in SEA BLOCK overnight at 4 °C. Primary antibodies used for western blot include: mouse anti-Hsp90 (1:1000, Abcam, ab13492), rabbit anti-Calnexin (1:1000, Abcam, ab22595), chicken anti-GFP (1:5000, Abcam, ab13970), and rabbit anti-β-Actin (1:2000, Cell Signaling Technologies, 4967). The following day, primary solution was removed, and membranes were washed 2X with PBS and 0.1% Tween-20 (PBST). Membranes were then incubated with secondary antibodies (all from LICOR, 1:5000 dilution, IRDye 800CW donkey anti-rabbit, #926-32213; IRDye 800CW donkey anti-chicken #926-32218; IRDye 680LT donkey anti-mouse, #926-68072; IRDye 680LT donkey anti-rabbit, #926-68073) diluted in SEA BLOCK for 1 h at RT. Membranes were then washed again 2X with PBST and imaged using a LI-COR Odyssey CLx scanner at 700 and 800 nm excitation wavelengths.

### Immunoprecipitation

N2A cells were collected from 10 cm^2^ plates 48 h after transfection of EGFP-MBNL and kinesin plasmids and washed 2X with PBS. Cell pellets were resuspended with lysis buffer (10 mM Tris-HCl pH 7.5, 150 mM sodium chloride (NaCl), 0.5 mM EDTA, 0.5% NP-40) containing protease/phosphatase inhibitor. Protein concentration was determined using Pierce BCA Assay (Thermo Fisher) and equal amounts of protein were incubated with 25 uL RFP-Trap magnetic agarose rotating for 1 h at 4 °C (Proteintech, rta-10). The beads were washed three times and boiled in SDS sample buffer for 10 min at 95 °C.

For immunoprecipitation of endogenous MBNL1, a modified CLIP protocol was used (Wang et al., 2009). N2A cells, plated the day before, were scraped off with PBS and centrifuged at 500 *g* for 4 min. With the supernatant removed, each pellet was resuspended in 500 uL lysis buffer (50 mM Tris-HCl pH 7.5, 100 mM NaCl, 1 mM MgCl_2_, 0.1 mM CaCl_2_, 1% NP-40, 0.1% sodium deoxycholate, 0.05% SDS), containing protease/phosphatase inhibitor and endonuclease (Benzonase, Millipore Sigma, E8263). The resuspended pellet was incubated on ice for 30 min with extensive pipetting every 10 min. During this time, 100 uL of protein A Dynabeads (Invitrogen, 10001D) were transferred to a 1.5 mL microcentrifuge tube and washed 3X with lysis buffer. After the third wash, the beads were resuspended in 200 uL of lysis buffer and 3 ug of rabbit ɑ-MBNL1 antibody (Millipore Sigma, ABE241) or normal Rabbit IgG (Millipore Sigma, 12–370) was added. The antibody-bead mixture was then rotated at 4 °C for 30–60 min. Meanwhile, the cell lysates were centrifuged at maximum speed for 3 min, the supernatant was carefully collected, and the protein concentration was determined using Pierce BCA Assay (Thermo Fisher). The antibody-conjugated beads were washed again 3X with lysis buffer and an equal amount of protein was added to each. Samples were rotated overnight at 4 °C. The next day, the beads were washed two times with high-salt wash buffer (50 mM Tris-HCl pH 7.5, 1 M NaCl, 1 mM EDTA, 1% NP-40, 0.1% sodium deoxycholate) and boiled in SDS sample buffer for 5 min at 95 °C.

Immunoprecipitated proteins were separated on 4–20% Tris-Glycine polyacrylamide gradient gels (Bio-Rad, 4561096) and transferred onto 0.45 mm nitrocellulose membranes. Membranes were blocked in 5% BSA in PBS before being incubated overnight at 4 °C with rabbit ɑ-MBNL1 antibody (1:1000, Millipore Sigma), mouse ɑ-MBNL1 antibody (1:100, DHSB, 4A8), mouse ɑ-RFP antibody (1:1000, Proteintech, 5F8), rabbit ɑ-Kif1c (1:500, Proteintech, 12760-1-AP), or mouse ɑ-KIF1bβ (1:500, EMD Millipore, MABC309). The following day, membranes were incubated with IRDye 680LT donkey anti-mouse (1:20000, LICOR, #926-68072) and either IRDye 680LT donkey anti-rabbit (1:20000, LICOR, #926-68073) or HRP mouse anti-rabbit IgG light chain (1:5000, Jackson ImmunoResearch, 211-032-171) for 1 h at RT. All blots were also incubated with Rhodamine-conjugated ɑ-GAPDH human Fab fragment (1:1000, Bio-Rad, 12004168). HRP was detected using Tanon™ High-sig ECL Western Blotting Substrate (ABclonal, 180-5001) and the blots were imaged on the ChemiDoc MP system and quantified using Image Lab software (Bio-Rad).

### Hybridized chain reaction fluorescence in situ hybridization (HCR FISH)

Probes, amplifiers, and buffers for performing HCR FISH 3.0 were purchased from Molecular Instruments^107^. Probe sets constituted 10–30 probes, depending on target sequence. Cells were fixed with 4% PFA for 10 min at RT, washed 3X with PBS, then permeabilized with 0.2% Triton X-100. For combined IF/FISH experiments, cells were washed 3X with PBS, IF was performed first with 0.5% ultra-pure bovine serum albumin (Thermo Fisher, AM2616) and primary antibody in AB buffer for 1 h. After washing 3X with PBS, secondary antibody incubation in AB buffer was performed for 1.5 h followed by a second fixation in 4% PFA for 10 min at RT before proceeding with FISH. Cells were washed once with PBS then once with 2X saline-sodium citrate (SSC) and pre-hybridized with hybridization buffer (Molecular Instruments) for 30 min in a 37 °C humidified chamber. Primary probes were diluted in hybridization buffer at a concentration of 1.2 pmol and incubated with cells for 16 h in a 37 °C humidified chamber. If repeat FISH was performed, a CAG_10_ Alexa Fluor 594 probe (Stellaris) was included in hybridization buffer at a concentration of 380 ng/uL. After primary incubation, cells were washed with probe wash buffer (Molecular Instruments) 4X in a 37 °C humidified chamber, then twice with 5X SSC and 0.1% Tween-20 (SSCT), and finally pre-amplification was performed for 30 min at RT with amplification buffer (Molecular Instruments). During pre-amplification, appropriate HCR amplifier sets corresponding to primary probe initiators were heated separately in PCR tubes for 90 s at 95 °C and allowed to cool to RT in the dark. Primed amplifiers were then added to amplification buffer at a concentration of 2.4 pmol and incubated with cells for 4 h at RT. Cells were then washed 5X with 5X SSCT with DAPI (1 ng/uL) included on the final wash, mounted, and imaged.

### Fixed cell imaging

Results of HCR FISH in C2C12 myoblasts and N2A cells were imaged on a Zeiss LSM 880 Axio Observer microscope with Airyscan using a Plan-Apochromat 1.46 NA x100 oil objective and processed using Zeiss ZEN Black software (Version 14.0.15.201). Fixed cell imaging for centrosome recruitment assay was done with widefield illumination using a Plan-Apochromat 1.3 NA ×40 oil objective. Fixed cell imaging of the split kinesin assay in N2As and MBNL in primary neurons was performed using widefield illumination on a Nikon Eclipse TE300 inverted microscope with a Plan-Neofluar 1.4 NA x60 oil objective. For quantitative colocalization experiments, 12 images were taken in a z-series at 2 um steps and deconvolved using a 3-D blind constrained iterative algorithm (AutoQuant, CyberMetrics). Imaris imaging software (Bitplane), namely the ‘Coloc’ module, was then used for analysis on the deconvolved images. Quantitative colocalization analysis involved creating a 3-D mask of the MAP2 channel from select neurites and excluding background signal from outside this volume. Within the MAP2 masked volume, two measures of colocalization, Pearson’s Correlation Coefficient and Mander’s Overlap Coefficient, were calculated between HA-MBNL1 and the respective endogenous KIF signals.

### Live cell imaging

All imaging in C2C12 myoblasts was performed on a Zeiss LSM 880 Axio Observer microscope with Airyscan using a Plan-Apochromat 1.46 NA ×100 oil objective. To obtain sufficiently high signal to noise ratios and resolve individual RNPs, we imaged cells in the low levels of ponasterone A and no doxycycline, relying on low and leaky expression from inducible promoters for MS2 and MCP components. Myoblasts were cultured on chambered coverglass (Thermo Fisher, 155409) with 2 uM Ponasterone A overnight and incubated with JF646 HaloTag ligand (Promega, GA1120) 15 min before imaging. Fluorobrite media (Thermo Fisher, A1896701) containing no phenol red supplemented with 100 U/mL penicillin, 100 mg/mL streptomycin, and 10% fetal bovine serum was used to wash and culture unbound HaloTag ligand and minimize autofluorescence. Cells were then placed in a humidified chamber with 5% CO_2_ at 37 °C. Images were collected at 10 frames per second for 60 s. For imaging purposes, MCP-Halo expression was not induced by doxycycline due to noticeable, low-level expression observed in stable cells.

For live cell imaging of primary neurons, coverslips were transferred to a pre-warmed Chamlide CMB magnetic chamber (Quorum Technologies, CM-B18-1) and placed in warmed Hibernate E Low Fluorescence (BrainBits, HELF) CO_2_ independent media, supplemented with B27 Plus and GlutaMAX. Neurons were then supplemented with 100 ng/mL BDNF, a well-established paradigm used to induce transport of RNPs^96,108^, and imaged after at least 10 min with using widefield illumination on a Nikon Eclipse TE300 inverted microscope with a Plan-Neofluar 1.4 NA ×60 oil objective supplied with live cell imaging heating chamber. For imaging of motile EGFP-MBNL isoforms, a 200 ms exposure time was used with images acquired every 260 ms for 1–2 min. Granules were manually tracked in ImageJ and velocities were calculated by dividing total time by total distance of each track. For imaging of co-transport with EGFP-MBNL and kinesins, two color channel images were acquired every 1.15 sec for 1 min. Regions in either dendrites or axons were chosen where long processive movements (≥2 µm) were observed, then regions were converted to kymographs with ImageJ Reslice tool. Tracks were then labeled with a line ROI tool and measured. Distance and velocity were calculated on the basis of the line length and angle. Tracks that overlapped in both channels were categorized as co-transported particles.

### Centrosome recruitment analysis

N2A cells were transfected as described above with BicD2-KIF tail fusions and MBNL-EGFP proteins at a ratio of 2:3 in 4-well chamber slides (Thermo Fisher, 154526). 24 h after transfection, cells were fixed and processed for immunofluorescence as described above with a rabbit anti-FLAG antibody (1:1000, Cell Signaling Technologies, D6W5B) to visualize BicD2-KIF fusions. A collection of tile scans was taken from each condition on a Zeiss LSM 880 Axio Observer microscope with widefield illumination using a Plan-Apochromat 1.3 NA ×40 oil objective. After opening each tile scan image on ImageJ, cells and centrosomes were manually chosen, traced, and cataloged with the ROI Manager using MBNL-EGFP and centrosomal FLAG signal as a mask, respectively. Care was taken to analyze cells that were not overexpressing tail proteins and did not have abnormally asymmetric centrosomes. Centrosome recruitment was quantified by taking the log_2_ value of the average intensity of MBNL signal at the centrosome divided by the average MBNL intensity in the whole cell.

### RNA granule dynamics

Time lapse images were captured using a Plan-Apochromat 1.46 NA ×100 oil objective at 10 frames/second. Background fluorescence was corrected and spot signal enhanced through setting a rolling ball radius of 3 pixels. Particle tracks were analyzed with the Fiji (Version 7.7.2) TrackMate software^55^. RNP spots were identified based on approximate diameter (~0.5 µm), consistent with previous observations of RNP granule size^109,110^, and quality across each time series. Spot track length threshold was set at >20 frames (2 s). Spot location data was analyzed using custom scripts written in Python 3. Mean squared displacement (MSD) of each particle along the track was calculated at increasing time lags (up to lag time 7) and was used to quantify diffusion coefficients, which represents the slope of MSD plotted over lag time. Distance refers to the furthest point away from the track start a spot appears along the track.

### Neurite fractionation and RNA-seq

Neurite fractionation was performed similar to a previously established protocol^111^. The underside of hanging cell culture inserts with 1 µm pores (Corning, 353102) were coated with diluted Matrigel preparation (Corning, 354277) and placed into specialized, deep 6-well plates (Corning, 353502). 2 mL of 10% DMEM media was placed on top and underneath the hanging insert membrane prior to cell plating. N2A cells were then densely plated onto membranes at a concentration of 1 × 10^6^. After 24 h, serum-containing media was replaced with no-serum media and neurites were allowed to grow for 48 h. Subsequently, no-serum media was removed from both sides of the membrane, which was washed once with PBS, then cell bodies were collected with a cell scraper in 1 mL PBS. Membranes were separated from their housing and placed into a lysis buffer (Zymo, R1060). Cell body and neurite samples from all wells of a 6-well plate were combined separately for each condition. After collecting all samples, cell bodies were spun down at 2000 × *g* for 5 min and resuspended in 600 uL of PBS, with 100 uL reserved for RNA isolation. Reserved cell body volume was lysed, then cell body and neurite samples were processed for RNA isolation with a Quick-RNA Microprep Kit (Zymo, R1050). Following isolation, ribosomal RNA was depleted from 300 ng of the total RNA samples using the NEBNext rRNA Depletion Kit (NEB, E6310L), then processed for RNA-seq library prep with the NEBNext Ultra II Directional RNA Library Prep Kit (NEB, E7530L), and finally sequenced on an Illumina NextSeq 500. Fastq files were obtained using bcl2fastq2 v2.20. Gene expression values were quantitated by kallisto 0.43.0 (mapping to mm10 Refseq annotations) and normalized using the R “cyclicLoess” function. Localization ratios were computed by log_2_(neurite/soma). RNA-Seq data have been submitted to GEO (GSE207597).

### Membrane fractionation

Extraction of cellular fractions was performed using lysis buffer (10 mM piperazine-N,N′-bis(2-ethanesulfonic acid) (PIPES), 0.25 M sucrose, 1 mM triethylene glycol diamine tetraacetic acid (EGTA), 5 mM magnesium chloride (MgCl_2_), and 25 mM NaCl) supplemented with 0.015% digitonin (cytosolic fraction) or 1% Triton X-100 (membrane fraction). Fractions were collected by incubating cells in 6-well plates with 500 uL cytosolic lysis buffer for 5 min at RT, collecting cytosolic sample, then incubating with membrane lysis buffer for 5 min at RT followed by collection of membrane fraction. Protein samples were processed by diluting in 4X LDS sample buffer (mentioned previously). RNA was isolated from the same samples using Direct-Zol RNA Miniprep Kit (Zymo, R2050) and iScript cDNA synthesis kit used to make cDNA (Bio-Rad, 1708890). Real-time amplification of the SunTag coding sequence, Gapdh (cytosolic), and Calnexin (membrane) using qPCR primers (IDT) with Q5 polymerase (New England Biolabs, M0492) was measured with a highly sensitive dsDNA detection dye (Lumiprobe, 11010) on a 96-well RT-PCR thermal cycler (Bio-Rad).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. Data pertaining to RNA sequencing experiments and GTEx kinesin expression have been included in this paper. Source data for neurite fractionation experiments can be found on Gene Expression Omnibus (accession GSE207597). Source data are provided with this paper.

## Source data

Source Data

## Code availability

Custom Python 3 script to quantify particle tracking data from TrackMate files can be found on Zenodo (10.5281/zenodo.7865793).

# Supplementary material for: Muscleblind-like proteins use modular domains to localize RNAs by riding kinesins and docking to membranes
**Source:** Nat Commun. 2023 Jun 9;14:3427. doi: 10.1038/s41467-023-38923-6
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Ryan P. Hildebrandt^{1*}, Kathryn R. Moss^{2*}, Aleksandra Janusz-Kaminska², Luke A. Knudson², Lance T. Denes¹, Tanvi Saxena¹, Devi Prasad Boggupalli¹, Zhuangyue Li¹, Kun Lin², Gary J. Bassell^{2‡}, Eric T. Wang^{1,3‡}

These authors contributed equally*: Ryan P. Hildebrandt, Kathryn R. Moss

Co-corresponding authors[‡]: Gary J. Bassell (), Eric T. Wang ()

Supplementary Figure 1

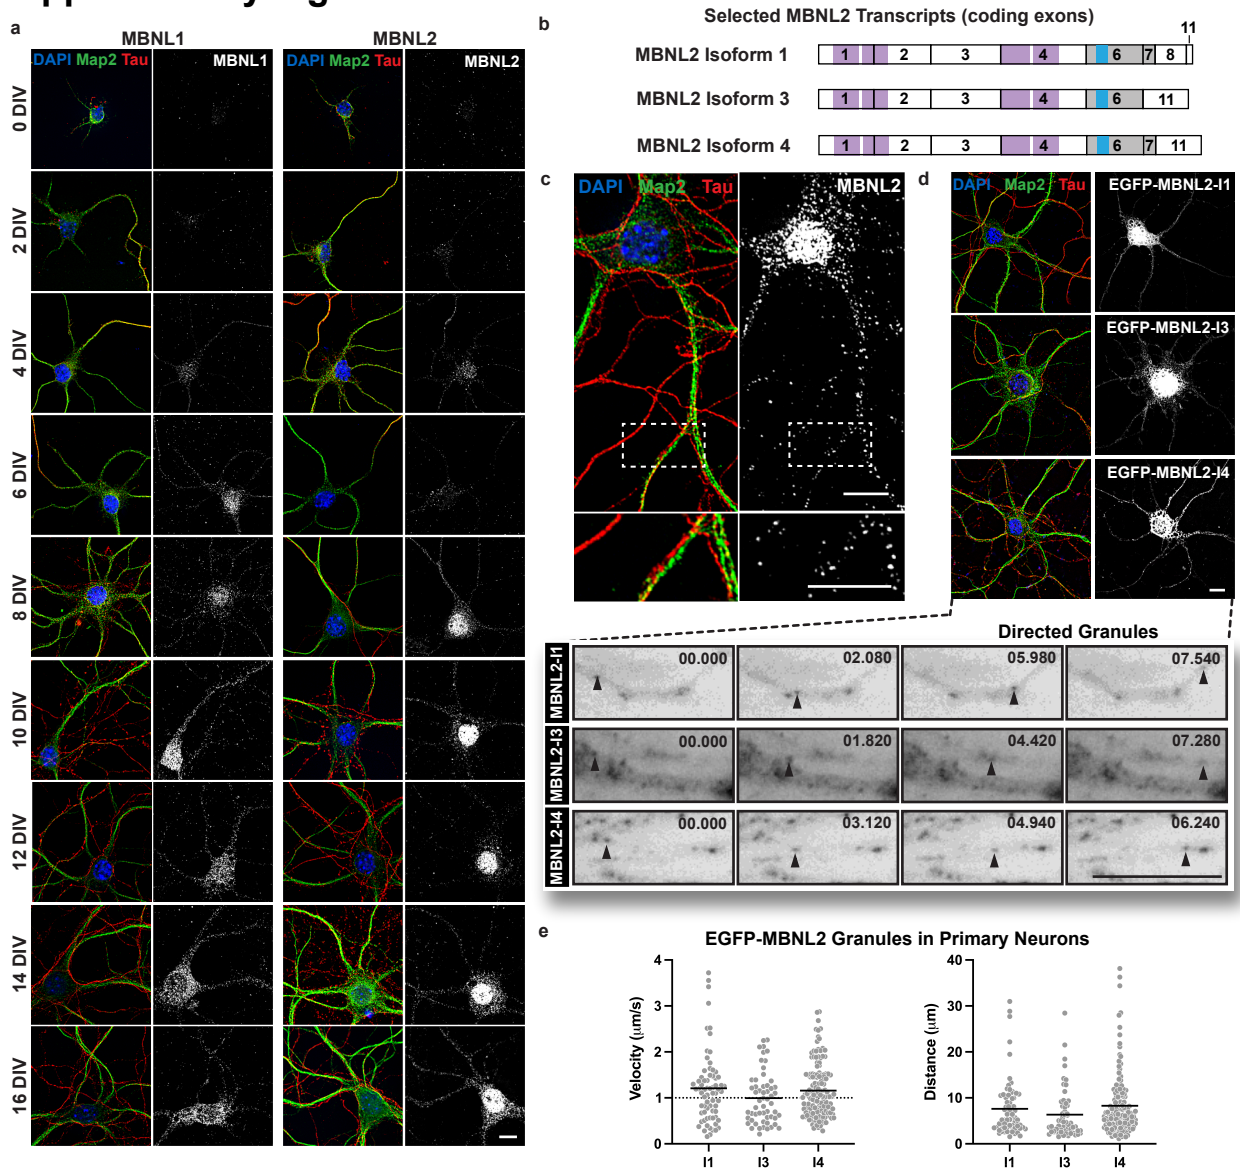

MBNL1 and -2 are developmentally regulated in primary cortical neurons and cytoplasmic MBNL2 isoforms are actively transported in axons and dendrites.

a, Mouse primary cortical neurons were cultured for 0-16 DIV and fixed every other day. Immunofluorescence of MBNL1 and MBNL2 granules (white) in axons (Tau, red) and dendrites (Map2, green) corresponding to DIV. **b**, Exon and protein domain structure of cytoplasmic MBNL2 isoforms studied. nuclei (blue) labeled with DAPI. Scale bar = 10 μ m. **c**, Representative image showing MBNL2 granules (white) in axons (Tau, red), dendrites (Map2, green), and nuclei (blue) of 9 DIV cultured primary mouse cortical neurons. **d**, Representative images of EGFP-MBNL2-I1, -I2, and -I3 isoforms (white) in 9 DIV cultured primary mouse cortical neurons. Axons and dendrites labeled with Tau (red) and Map2 (green), respectively. Below are representative time lapse images of motile EGFP-MBNL2 isoform granules in live mouse cortical neurons. Time (sec) indicated in top right. **e**, Quantitation of speeds and distances traveled by cytoplasmic MBNL2 granules (MBNL2-I1 - 70 tracks, 2.8 tracks/cell; MBNL2-I3 - 56 tracks, 1.87 tracks/cell; MBNL2-I4 - 141 tracks, 3.62 tracks/cell). Tracks shown come from 3 biological replicates. Dotted line in velocity chart represents typical speed of microtubule-dependent transport. Bars represent mean. Nuclei labeled with DAPI (blue). Scale bars = 10 μ m.

Supplementary Figure 2

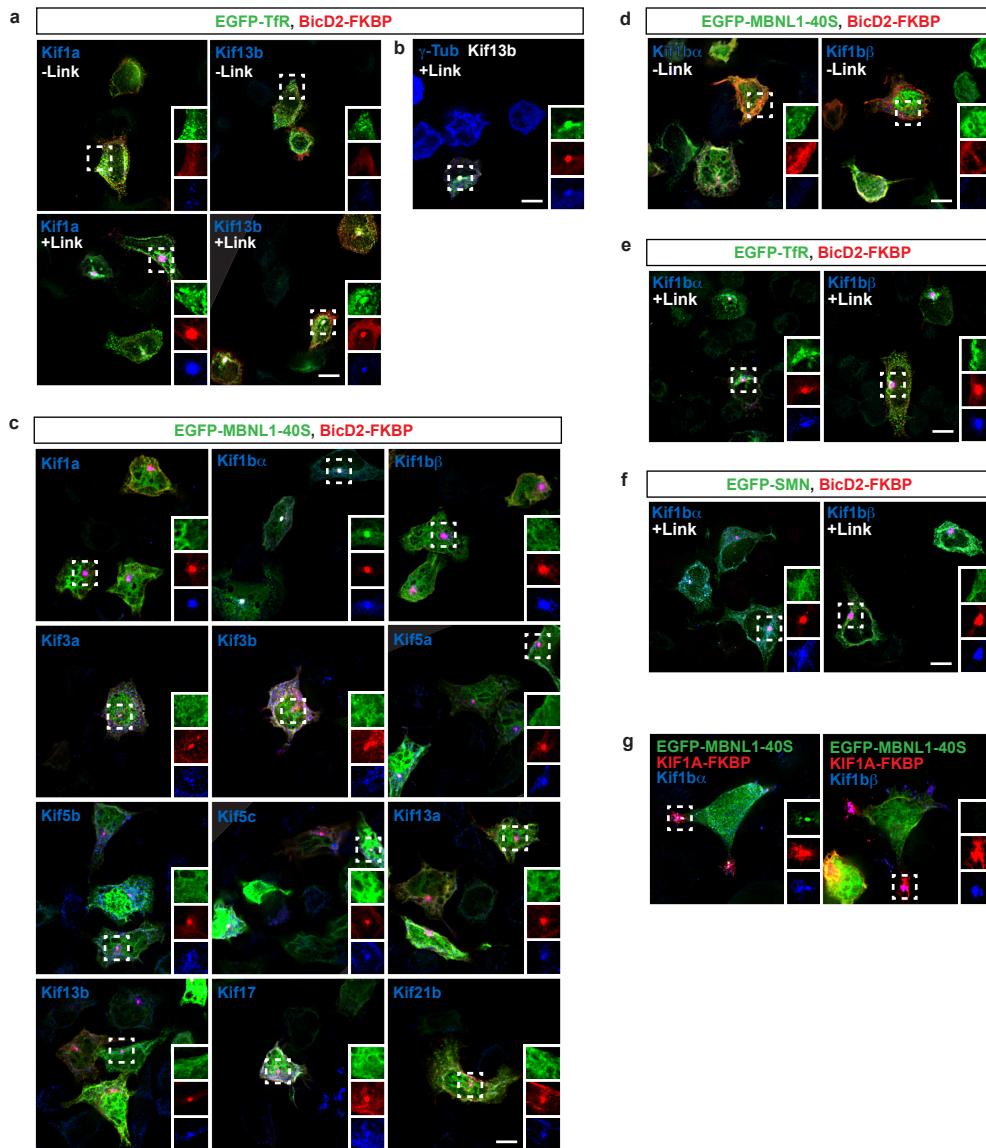

Kinesin tail screen with MBNL1 and controls.

a, N2A cells were transfected with EGFP-TfR (green), tdTomato-tagged BicD2-FKBP (red) and Myc-Kif1a-FRB or Myc-Kif13b-FRB in the presence of linker drug or 100% ethanol after ~16 hours. Cells were fixed after 3 hours and processed for immunofluorescence with an A) Myc or **b**, γ -Tubulin antibody (blue). **c**, N2A cells were transfected with EGFP-tagged MBNL1-40S (green), tdTomato-tagged BicD2-FKBP (red) and Myc-tagged kinesin tails (Kif1a-FRB, Kif1b α -FRB, Kif1b β -FRB, Kif3a-FRB, Kif3b-FRB, Kif5a-FRB, Kif5b-FRB, Kif5c-FRB, Kif13a-FRB, Kif13b-FRB, Kif17-FRB or Kif21b-FRB) in the presence of linker drug. Cells were fixed after 3 hours and processed for immunofluorescence with a Myc antibody (blue). **d**, N2A cells were transfected with EGFP-tagged MBNL1-40S (green), tdTomato-tagged BicD2-FKBP (red) and Myc-Kif1b α -FRB or Myc-Kif1b β -FRB in the presence of 100% ethanol or **e**, linker drug. **f**, EGFP-tagged SMN (green) was transfected with tdTomato-tagged BicD2-FKBP (red) and Myc-Kif1b α -FRB or Myc-Kif1b β -FRB in the presence of linker drug. **g**, N2A cells were transfected with EGFP-tagged MBNL1-40S (green), tdTomato-tagged KIF1A-FKBP (red) and Myc-Kif1b α -FRB or Myc-Kif1b β -FRB in the presence of linker drug. Scale bars = 10 μ m.

Supplementary Figure 3

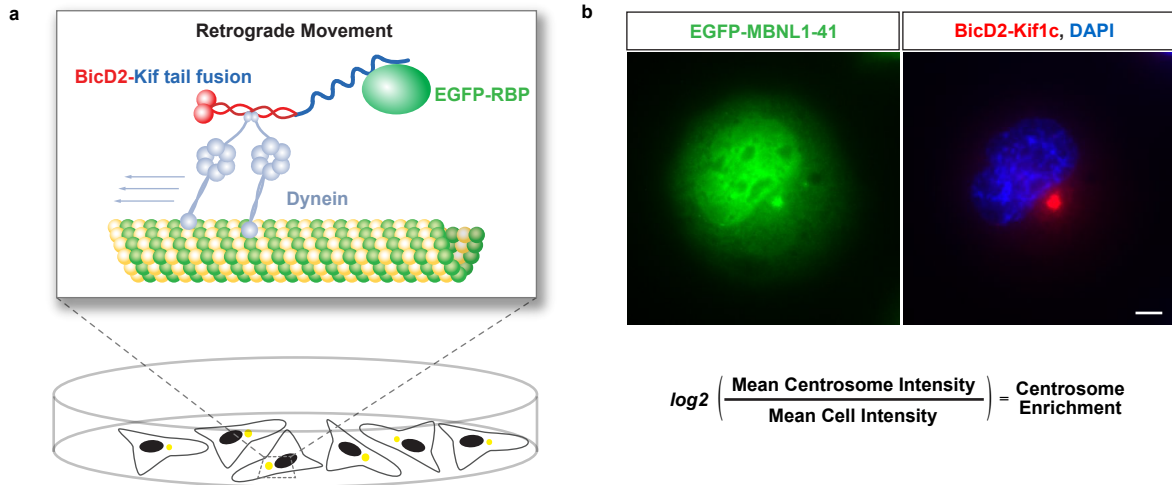

Schematic of the centrosome recruitment assay and quantitation.

a, Schematic of the assay components and dynein engagement towards the centrosome. **b**, Representative images of a EGFP-MBNL1-41 (green) when co-expressed with a FLAG-BicD2-Kif1c tail fusion (red). Nuclei (blue) labeled with DAPI. Scale bar = 5 μm . Centrosome enrichment is defined as the $\log_2$ value of the mean centrosome intensity divided by the mean cell intensity of the transported cargo.

Supplementary Figure 4

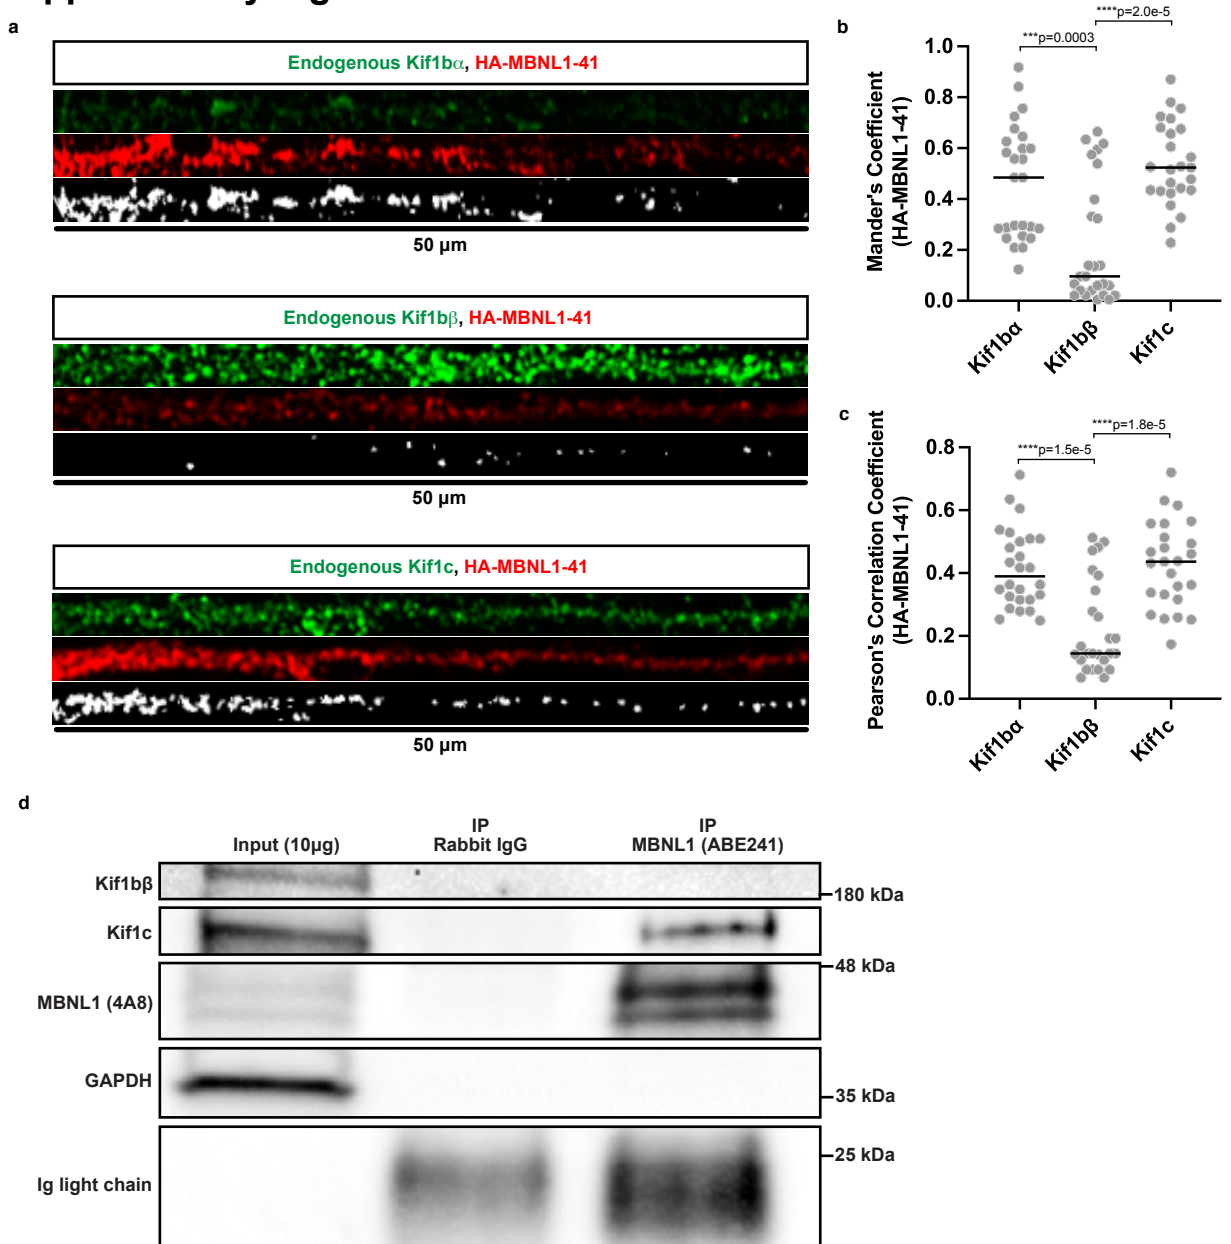

Endogenous Kif1b α and Kif1c co-localize with HA-MBNL1-41.

a, Representative 50 μ m neurite scans with immunofluorescence for endogenous kinesins (green) and transduced HA-MBNL1-41 (red) in 12 DIV primary mouse cortical neurons. Colocalized signal is represented below each condition (white). **b**, Mander's overlap coefficient of endogenous kinesins with HA-MBNL1-41 and **c**, Pearson's correlation coefficient of endogenous kinesins with HA-MBNL1-41. Bars denote median. Kif1b α : n=26 neurites, Kif1b β : n=26 neurites, Kif1c: n=25 neurites. Experiments performed across 3 biological replicates. **d**, Representative western blots against endogenous Kif1b β , Kif1c, MBNL1, and GAPDH following immunoprecipitation of endogenous MBNL1. ***p<0.001, ****p<0.0001, Two-tailed Mann-Whitney U test. Source data provided as source data file.

Supplementary Figure 5

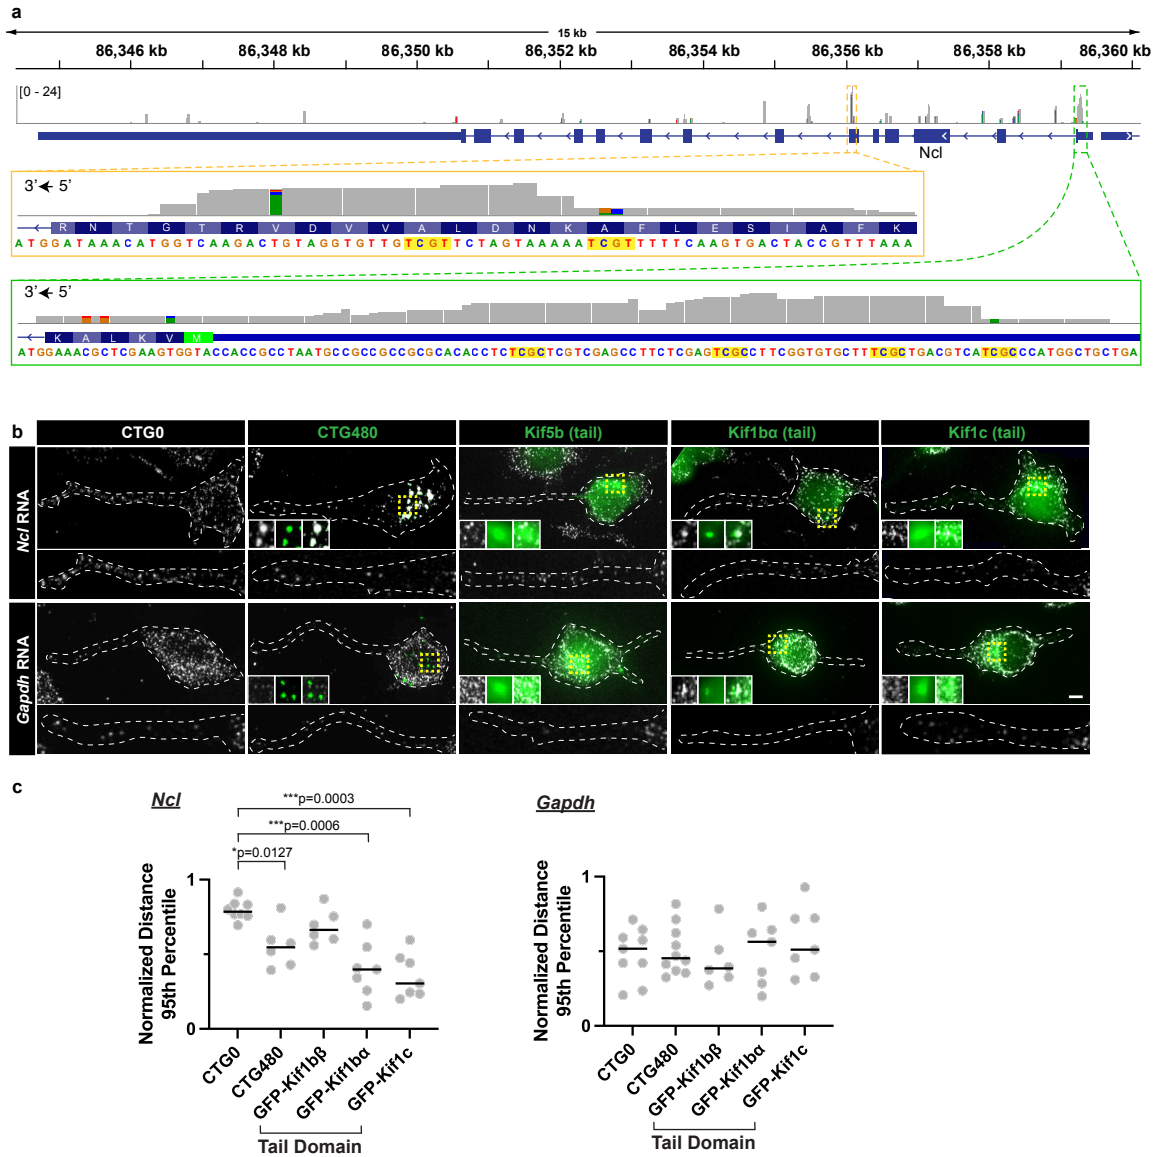

HCR FISH in differentiated CAD cells confirms *Ncl* mislocalization.

a, MBNL1 CLIP from C2C12 myoblasts at the *Ncl* locus (mm10). Insets show two specific locations within the coding sequence (orange box) and 5' UTR (green box), in which YGCY motifs are highlighted in yellow. **b**, Representative HCR FISH images for *Ncl* and *Gapdh* (red) with CTG repeats or dominant negative kinesin tails (green). Scale bar = 10 μ m. **c**, Distances of *Ncl* and *Gapdh* HCR FISH spots from the soma of each cell across conditions. Distances were normalized as a fraction of total neurite length, and the 95th percentile of distances within each cell is plotted as an individual gray circle. Each cell (*Ncl* - CTG: n=1 cells, CTG48: n=1 cells, Kif5b: n=7 cells, Kif1ba: n=7 cells, Kif1c: n=7 cells; *Gapdh* - CTG0: n=10 cells, CTG480: n=10 cells, Kif15b: n=6 cells, Kif1ba: n=7 cells, Kif1c: n=7 cells; across 3 biological replicates) contained >200 *Ncl* spots and >150 *Gapdh* spots. Bars represent the median across cells. * p <0.05, *** p <0.001, Two-tailed Mann-Whitney U test. Source data provided as source data file.

# Supplementary material for: Muscleblind-like proteins use modular domains to localize RNAs by riding kinesins and docking to membranes
**Source:** Nat Commun. 2023 Jun 9;14:3427. doi: 10.1038/s41467-023-38923-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: TPM values from sequencing of neurite fractionation samples.

File Name: Supplementary Data 2

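Supplementary Data 2 gives localization ratios of 261 transcripts with MBNL1 CLIP tags in mouse brain and of 218 with tags in C2C12 myoblasts, 143 of them in both lists. The ratios of the 261, in 5 transfections, were recomputed from the deposited TPM, and all 1305 differed by less than 0.005 from the authors' deposited table. All transcripts of both lists had at least 5 TPM in every library. In both controls, 175 of the 261 and 166 of the 218 were higher in neurites than in soma. With a mean of at least 20 TPM, transcripts that lay lowest by the mildest of their 3 differences included Gm20594, Ndufs1, Tcp1 NM_001290712, Wnk1 NM_001185020, D17Wsu92e, the RNA-binding protein Serbp1, Lars2, the chromatin protein Psip1 and the cyclophilin Ppil4. The origin of the reads of Gm20594 and Lars2 was not tested. Differences of Serbp1 NM_001113565 were −0.40 with CTG480, −0.79 with the Kif1bα tail and −0.55 with the Kif1c tail. The density of tags was 0.339 per kilobase for Ncl in brain and 0.489 per kilobase in C2C12 myoblasts, and over the lists it ran from 0.168 to 130 and from 0.147 to 18.5. In all, 850 of 11515 transcripts had ratios lower by 0.10 or more in all 3 comparisons and 883 had ratios higher by 0.10 or more. Reassigned ratios gave a mean of 882 (828 to 939) for lower ratios, and higher ratios were not counted in the reassigned data.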

Description: Filtered log2 LR values of all conditions along with number of annotated MBNL1 CLIP sites in mouse brain.

File Name: Supplementary Data 3

Description: Kinesin transcript expression across tissues (average values for all samples in each tissue) as assessed by RNA-seq from GTEX.

File Name: Supplementary Data 4

Description: Full plasmid sequences used in this study.

File Name: Supplementary Movie 1

Description: **EGFP-MBNL1 granules in live cultured neurons.** Cytoplasmic, EGFP-tagged MBNL1-40 and -41 kDa isoforms were transfected by magnetofection into live cortical mouse neurons. Granules (black) exhibit directed motion. Particle track overlays seen in blue. 24 frames per second. Scale bars = 5 μ m.

File Name: Supplementary Movie 2

Description: **EGFP-MBNL1 granules in live C2C12 myoblasts.** Cytoplasmic, EGFP-tagged MBNL1-40 kDa and -41 kDa isoform granules (white) stably expressed in live mouse C2C12 myoblasts. Nuclear, EGFP-tagged MBNL1-42 kDa and -43 kDa isoforms are observed are confined to the nucleus. Cytoplasmic granules exhibit mostly anchored behavior, with occasional diffusive or directed motion. 60 frames per second. Scale bars = 5 μ m.

File Name: Supplementary Movie 3

Description: **Representative MCP-Halo particle track output from TrackMate.** Cropped particle track output in TrackMate Fiji plugin from MCP-Halo RNP stably expressed in C2C12 myoblasts. 60 frames per second. Scale bar = 1 μ m.

File Name: Supplementary Movie 4

Description: **Representative particle tracks of MCP-Halo granules.** Representative movies of C2C12 myoblasts expressing MCP-Halo-MBNL1-RIM, Δ C RIM, and Δ 3, Δ C RIM (left) with track overlays from TrackMate Fiji plugin (right). Particle tracks from full-length RIM exhibit a greater confinement and anchoring compared to Δ C RIM and Δ 3, Δ C RIM that lack the MBNL1 C-terminal tail domain. 60 frames per second. Scale bars = 5 μ m.

File Name: Supplementary Movie 5

Description: **MCP-Halo protein and MS2 reporter are necessary to form visible granules.** Representative movies of C2C12 myoblasts expressing MCP-Halo alone or with the C-terminal tail domain (+C-terminus) and with (+MS2) or without (no MS2) a 45xMS2 reporter. Presence

of the reporter is required to form visible RNP granules. 60 frames per second. Scale bars = 5 μm .

# Supplementary material for: Muscleblind-like proteins use modular domains to localize RNAs by riding kinesins and docking to membranes
**Source:** Nat Commun. 2023 Jun 9;14:3427. doi: 10.1038/s41467-023-38923-6
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Live cell particle tracking images were collected using the Zeiss Zen Black Software (Version 14.0.15.201). Individual particle tracks were collected using Fiji/ImageJ TrackMate software (Version 7.7.2).

Data analysis All images were processed using ImageJ (Version 2.3.0/1.53 q). Particle tracking analysis was performed using a custom Python 3 script (available upon request). All graphs were generated using Prism (Version 9.3.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data pertaining to RNA sequencing experiments and GTEx kinesin expression have been included in this paper. Source data for neurite fractionation experiments can be found on Gene Expression Omnibus (accession GSE207597).

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to determine sample size. For live cell imaging and centrosome recruitment experiments, all conditions were repeated at least 3 times with care taken to maximize observations of transported cargoes and obtain accurate measurements of data distribution. For immunoprecipitation, western blot, fluorescence in situ hybridization, and qPCR, all experiments were repeated at least 3 times to obtain accurate measurements on significant differences between conditions. Neurite fractionation experiment was performed once because it was intended to be used as a tool for determining transcripts that deserved scrutiny with FISH methods; changes in LR values were analyzed by correlating to MBNL CLIP tag density and using statistical methods for small sample sizes (Fisher's Exact Test).
Data exclusions	No data were excluded.
Replication	All experiments were replicated at least 3 times, with the exception of neurite fractionation experiments. Neurite fractionation was performed once as a tool for downstream confirmation of mis-localized or non-affected transcripts, which was confirmed through FISH (Ncl and Gapdh). All replications were successful.
Randomization	For all relevant experiments, samples were randomly allocated to each condition. Cells used for imaging were selected based simply on expression or differentiation status and image collection was performed by experimenters in an unbiased manner through tile scan (centrosome recruitment) and time series collection (particle tracking/kinesin co-transport).
Blinding	Blinding was not applicable, as investigators were aware of conditions during analysis, however, data collection was performed in an unbiased method. During live cell imaging collection, it is unknown how particles will behave throughout a time series. For centrosome recruitment analysis, tile scan collection ensured investigators are unaware of the cell state.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies used

monoclonal mouse anti-MBNL1 (MB1a(4A8)), Developmental Studies Hybridoma Bank, dilution 1:100)
 monoclonal mouse anti-MBNL2 (MB2a(3B4)), Developmental Studies Hybridoma Bank, dilution 1:100)
 polyclonal rabbit anti-Map2 (AB5622, Millipore-Sigma, dilution 1:1000)
 polyclonal guinea pig anti-Map2 (188 004, Synaptic Systems, dilution 1:1000)
 polyclonal chicken anti-Tau (TAU, Aves Labs, dilution 1:1000)
 monoclonal mouse anti-Myc (9E10, Developmental Studies Hybridoma Bank, dilution 1:100)
 monoclonal mouse anti-γ-Tubulin (ab11316, Abcam, dilution 1:500)
 monoclonal rabbit anti-FLAG (14793S, Cell Signaling Technologies, dilution 1:1000)
 monoclonal mouse anti-KIF1B - recognizes KIF1Bβ (clone 10F3.1, MABC309, EMD Millipore, dilution 1:50)
 monoclonal mouse anti-KIF1B - recognizes KIF1Bα (sc-376246, Santa Cruz, dilution 1:50)
 polyclonal rabbit anti-KIF1C (ab125903, Abcam, dilution 1:200)
 monoclonal rabbit anti-HA (3724T, Cell Signaling Technologies, dilution 1:800)
 monoclonal mouse anti-HA (clone 16B12, 901501, BioLegend, dilution 1:1000)
 monoclonal mouse anti-Hsp90 (ab13492, Abcam, dilution 1:1000)
 polyclonal rabbit anti-Calnexin (ab22595, Abcam, dilution 1:1000)
 polyclonal chicken anti-GFP (ab13970, Abcam, dilution 1:5000)
 polyclonal rabbit anti-β-Actin (4967, Cell Signaling Technologies, dilution 1:2000)
 polyclonal rabbit anti-MBNL1 antibody (ABE241, Millipore Sigma, dilution 1:1000)
 monoclonal mouse anti-RFP antibody (5F8, Proteintech, dilution 1:1000)
 polyclonal rabbit anti-normal IgG (12-370, Millipore Sigma, 3 ug/200 uL)
 Rhodamine-conjugated anti-GAPDH human Fab fragment (12004168, Bio-Rad, dilution 1:1000)
 goat anti-mouse Alexa Fluor 488 (A11001, Thermo Fisher, dilution 1:500)
 goat anti-mouse Alexa Fluor 647 (A21235, Thermo Fisher, dilution 1:500)
 goat anti-rabbit Alexa Fluor 647 (A32733, Thermo Fisher, dilution 1:1000)
 goat anti-chicken Alexa Fluor 633 (A21103, Thermo Fisher, dilution 1:500)
 goat anti-chicken Alexa Fluor 633 (A21105, Thermo Fisher, dilution 1:500)
 IRDye 680LT donkey anti-rabbit, (#926-68073, LICOR, dilution 1:5000)
 IIRDye 680LT donkey anti-mouse, (#926-68072, LICOR, dilution 1:5000)
 IRDye 800CW donkey anti-rabbit, (#926-32213, LICOR, dilution 1:5000)
 IRDye 800CW donkey anti-chicken (#926-32218, LICOR, dilution 1:5000)

Validation

anti-MBNL1 (MB1a(4A8), made in SP2/0 cells, epitope corresponds to VSPSL/linker sequence in MBNL1 exon 3) initially confirmed in Holt et al (2007), PMID: 17825047
 anti-MBNL2 (MB2a(3B4), made in SP2/0 cells, epitope PYLA) initially confirmed in Holt et al (2009), PMID: 19095965
 rabbit anti-Map2 (AB5622) tested for quality assurance by Millipore-Sigma through immunohistochemistry and has been cited by 55 publications on https://www.emdmillipore.com/US/en/product/Anti-Microtubule-Associated-Protein-2-MAP2-Antibody,MM_NF-AB5622#anchor_BRO
 guinea pig anti-Map2 (188 004) tested by immunocytochemistry and has 113 citations on <https://sys.com/product/188004>
 chicken anti-Tau (TAU) antibody mixture tested for specificity by immunohistochemistry
 monoclonal mouse anti-Myc (9E10, derived from SP2 cells, epitope EQKLISEEDL) initially confirmed by Evan et al (1985), PMID: 3915782 and has been cited by 51 publications on <https://dshb.biology.uiowa.edu/9E-10>
 monoclonal mouse anti-γ-Tubulin (ab11316, clone GTU-88) was confirmed by Abcam through immunocytochemistry and has been cited by 150 publications on <https://www.abcam.com/gamma-tubulin-antibody-gtu-88-centrosome-marker-ab11316.html>
 monoclonal rabbit anti-FLAG (clone D6W5B) has been verified by immunofluorescence and has been cited by 701 publications on (<https://www.cellsignal.com/products/primary-antibodies/dykdiddk-tag-d6w5b-rabbit-mab-binds-to-same-epitope-as-sigma-s-anti-flag-m2-antibody/14793>)
 monoclonal mouse anti-KIF1B - recognizes KIF1Bβ (MABC309, clone 10F3.1) tested for isoform specificity by western blot by Millipore-Sigma (https://www.emdmillipore.com/US/en/product/Anti-KIF1B-Antibody-clone-10F3.1,MM_NF-MABC309) and in this manuscript
 monoclonal mouse anti-KIF1B - recognizes KIF1Bα (sc-376246, clone E-12) tested by western blot in this manuscript, antigen corresponds to unique C-terminal tail sequence of the alpha isoform <https://www.scbt.com/p/kif1b-antibody-e-12>
 polyclonal rabbit anti-KIF1C (ab125903) was confirmed by Abcam through western blot and validated for use by Denes et al., 2022, PMID: 34707124
 monoclonal rabbit anti-HA (3724T, clone C29F4) has been confirmed through immunofluorescence and cited by 1983 publications on <https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724>
 monoclonal mouse anti-HA (clone 16B12, 901501) has been tested for various applications by 83 publications <https://www.biolegend.com/fr-ch/products/purified-anti-ha-11-epitope-tag-antibody-11374>
 monoclonal mouse anti-Hsp90 (ab13492) has been verified by Abcam for western blot and has been cited by 89 publications on <https://www.abcam.com/hsp90-antibody-ac88-ab13492.html>
 polyclonal rabbit anti-Calnexin (ab22595) has been verified by Abcam for western blot and has been cited by 291 publications on <https://www.abcam.com/calnexin-antibody-er-marker-ab22595.html>
 polyclonal chicken anti-GFP (ab13970) has been verified by Abcam for western blot and been cited by 2684 publications on <https://www.abcam.com/gfp-antibody-ab13970.html>
 polyclonal rabbit anti-β-Actin (4967) has been verified by Cell Signaling for western blot and cited by 2758 publications on <https://www.cellsignal.com/products/primary-antibodies/b-actin-antibody/4967>
 polyclonal rabbit anti-MBNL1 antibody (ABE241) was evaluated for specificity by Millipore-Sigma through western blot
 monoclonal mouse anti-RFP antibody (5F8) has been tested through immunofluorescence by 239 publications on <https://www.ptglab.com/products/RFP-antibody-5F8.htm>
 polyclonal rabbit anti-normal IgG antibody (12-370) is regularly evaluated for quality by Millipore Sigma. https://www.emdmillipore.com/US/en/product/Normal-Rabbit-IgG,MM_NF-12-370
 Rhodamine-conjugated anti-GAPDH human Fab fragment (12004168, clone AbD22549) has been optimized for use in western blot as

a fluorescent primary antibody by Bio-Rad <https://www.bio-rad.com/en-us/sku/12004168-hfab-rhodamine-anti-gapdh-primary-antibody-40-ul?ID=12004168>
 goat anti-mouse Alexa Fluor 488 (A11001, RRID AB_2534069) validated by Thermo Fisher with 870 citations <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32723>
 goat anti-mouse Alexa Fluor 647 (A21235, RRID AB_2535804) validated by Thermo Fisher with 1308 citations on <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21235>
 goat anti-rabbit Alexa Fluor 647 (A32733, RRID AB_2633282) validated by Thermo Fisher with 403 citations <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32733>
 goat anti-chicken Alexa Fluor 633 (A21103, RRID AB_2535756) validated by Thermo Fisher with 85 citations <https://www.thermofisher.com/antibody/product/Goat-anti-Chicken-IgY-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21103>
 goat anti-chicken Alexa Fluor 633 (A21105, RRID AB_2535757) validated by Thermo Fisher with 78 citations <https://www.thermofisher.com/antibody/product/Goat-anti-Guinea-Pig-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21105>
 IRDye 680LT donkey anti-rabbit, (#926-68073, RRID AB_10954442) LICOR validates specificity of their antibodies through affinity chromatography and ELISA
 IIRdye 680LT donkey anti-mouse, (#926-68072, RRID AB_10953628) LICOR validates specificity of their antibodies through affinity chromatography and ELISA
 IRDye 800CW donkey anti-rabbit, (#926-32213, RRID AB_621848) LICOR validates specificity of their antibodies through affinity chromatography and ELISA
 IRDye 800CW donkey anti-chicken (#926-32218, RRID AB_1850023) LICOR validates specificity of their antibodies through affinity chromatography and ELISA

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	C2C12 (ATCC, CCL-1772) cells were obtained from American type Culture Collection (ATCC) . Neuro2a (ATCC, CCL-131) cells and CAD (European Collection of Authenticated Cell Lines, 08100805) cells were obtained as a gift from the corresponding author's previous appointment in the lab of Dr. Chris Burge (Massachusetts Institute of Technology). Double knockout fibroblasts were a gift from Dr. Maury Swanson (University of Florida).
Authentication	Neuro2a cells and CAD cells were validated by differentiation achieved via serum starvation. C2C12 cells were validated for ability to fuse and form tubes. Fibroblasts were not validated.
Mycoplasma contamination	Neuro2a, C2C12, and mouse fibroblast cell lines tested negative for mycoplasma. CAD cells, used only for follow-up confirmation of mis-localization observed in Neuro2a cells (negative), tested positive (Extended Data Figure 5).
Commonly misidentified lines (See ICLAC register)	No misidentified lines were used in this work.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Embryos were collected from pregnant C57BL6 mice at E17.
Wild animals	No wild animals were used in this study.
Reporting on sex	Sex was not determined, cells were isolated from embryos.
Field-collected samples	No field samples were collected.
Ethics oversight	The Emory University Institutional Animal Care and Use Committee (IACUC) provided oversight on the humane and ethical treatment of animals used in this study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

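RNA from soma and neurites of N2A cells was sequenced after transfection with CTG0, CTG480, the Kif1bβ tail, the Kif1bα tail or the Kif1c tail, with 1 library per transfection and fraction. Library conditions were read from the column names and the sample labels, and all 10 columns were mapped. The experiment was done once, so no transfection has a replicate.

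The signal values in the deposited table are linear: the authors made base calls with bcl2fastq 2.20, quantified RefSeq transcripts of mm10 with kallisto 0.43.0 as TPM and normalized the TPM between libraries with cyclic loess. After this step the columns no longer share a common sum. A second deposited table holds log2 values, the authors' log2(neurite/soma) of the normalized TPM rounded to 2 decimals, for the transcripts of Supplementary Data 2. It was used only to check the ratios and for Ncl. Both tables lack counts, so the depth of the libraries is unknown.

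Rows were named by their gene. The 5 plasmid rows and the 3 rows without a gene were left out of every comparison, and 72 rows whose values equal those of another row were kept and named as such. Of the 17292 transcripts, 1416 are noncoding. Transcript structures came from GENCODE on GRCm38, which matched 98.8% of the protein-coding transcripts, and 97.9% of those with a mean of at least 5 TPM had UTRs of at least 100 nt in which YGCY motifs could be counted. Some transcripts with a noncoding RefSeq accession but a coding model in GENCODE are counted too.

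Neurite and soma libraries were compared by gene with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend, on log2 of TPM plus 0.1), with transfection as a block, 2-sided, at a Benjamini-Hochberg adjusted p under 0.05. To check the pairing, the deviations of each soma library from the soma mean were set against those of each neurite library from the neurite mean across genes. Pearson's r lay between −0.03 and 0.05 for the 5 pairs of the same transfection and between −0.12 and 0.10 for the 20 other pairs, so the values of a transfection were not more alike than others. The fit without the block is among the alternatives. Gene lists were tested with camera and with fry. By fry, which asks whether the members of a list move on balance one way, adjusted p ran from 0.000790 for the mRNAs of protrusions and of the respiratory chain to 0.393 for the interferon response. The mitotic list, called by camera, did not pass fry (0.0597). Lists that passed fry but not camera were mitochondrial ribosomal proteins (0.00381 from fry), kinesin mRNAs (0.00825), other genes named in the paper (0.00825), immediate early genes (0.0133), neuronal cytoskeleton (0.0201) and ATF4 targets (0.0216).

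Perturbed and control transfections were compared with limma on the 5 localization ratios of each gene. All other comparisons between transfections are differences of localization ratios or log2 ratios of TPM in 1 fraction. To place the median of a gene list, 10000 random lists of the same size were drawn within 50 bins of mean TPM. In the Kif1bα tail comparison, the nuclear-retained RNAs had a median of −0.11 and a mean of 0.21, of opposite sign. For the overlap of transcript lists, mis-localized transcripts were those in the lowest 10% of differences, since the circles of Fig. 3c hold about 10% of the transcripts. Their overlap was compared with the product of the list shares, with permutation within 20 bins of mean TPM, and with 1000 random reassignments of each transcript's 5 localization ratios.

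The procedures were tested on simulated data. limma recovered 96 of 100 genes changed by 1 on the log2 scale between neurites and soma. With 200 transcripts lowered by 0.5 in both comparisons, the overlap exceeded the reassigned range in 8 of 10 simulations, and with none lowered in 0 of 10. Of 200 unchanged lists of transcripts drawn at random, 4% fell outside their random range, and of lists lowered by 0.2, 93% fell below it. Lists of genes that vary together were not simulated. Calculations outside limma used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

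Genes were named by a fixed rule: every gene the paper names; the 10 genes highest in neurites and the 10 highest in soma, past the threshold with the same sign in all 5 transfections and a mean of at least 20 TPM; the 8 lowest and 5 highest differences of each comparison of transfections at that minimum; the 4 members of each list with the largest differences and a mean of at least 5 TPM; the 10 lowest transcripts of Supplementary Data 2; the 8 highest and 8 lowest genes in expression that moved the same way in soma and neurites; and the 10 smallest p in each direction between perturbed and control transfections. Supplementary Data 2, part of Supplementary Data 1 and the values of Ncl had been seen before the rule was set. The lists are those of cytosolic ribosomal proteins, translation factors, oxidative phosphorylation, mitochondrial ribosomal proteins, proteasome, APC-dependent protrusion mRNAs, neuronal cytoskeleton and growth cone, nuclear-retained RNAs, ER chaperones and translocon, nucleolar ribosome biogenesis, kinesin mRNAs, replication-dependent histones, mitotic genes, cholesterol synthesis, glycolysis, ATF4 targets, interferon response, immediate early genes, markers of other cell types, and the genes named in the paper.

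Alternatives covered the pseudocount (1 TPM or none), the minimum TPM, gene sums or single transcripts, each transfection left out, no block, centring of libraries, other thresholds for mis-localized transcripts, exchanged controls, CLIP tags from C2C12 myoblasts, and UTR regions. Centring by UTR GC content was added after the data were seen. FISH and other imaging, co-immunoprecipitation and CLIP reads were not analysed here. Results for some genes that the naming rule selects are not reported.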

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

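No test in this part was chosen after its result was seen. In each fraction, the 5 libraries were compared for 59 named genes and for library measures, 122 groups in all. In 4 of these groups (3.28%), the gap between 1 library and the nearest of the others, divided by the range, was above Dixon's 95% critical value of 0.71. Chance alone does this in about 1 of 20 groups.

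Kif1b stood far above the other libraries with the Kif1bα tail, at 363 TPM in neurites (others 54.1 to 59.2 TPM) and 386 TPM in soma (others 61.9 to 72.2 TPM). Of its transcripts, the form of 1816 codons was high and the form of 1150 codons was not, and the origin of these reads was not tested. Tfrc in neurites was highest with the Kif1bα tail, at 148 TPM (others 124 to 130 TPM). Bicd2, an adaptor of dynein, was lowest in neurites with CTG480, at 34.0 TPM (others 36.3 to 36.9 TPM).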

How the results depend on the processing

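The centring of localization ratios by UTR GC content was chosen after the values were seen. So was the use of overlaps within bins of mean TPM and in opposite directions to weigh explanations. In the comparison of neurites with soma, 3678 genes (no minimum TPM) to 4068 genes (no replicate block on transfection) passed, 3179 of 11515 single transcripts passed, 2638 to 3353 genes passed with each transfection left out, and no gene called in the reported comparison changed direction in the alternatives that tested gene sums. camera called 6 to 8 lists, without the mitotic list for single transcripts and when the Kif1c tail was left out, and with ATF4 targets for no minimum TPM, a mean of at least 1 TPM and the Kif1c tail left out. Between perturbed and control transfections, no gene passed under any of the 11 alternatives, with smallest adjusted p from limma of 0.0644 (without CTG0) to 0.980 (without the Kif1bα tail). No paired analysis was possible by replicate number because every library carries the number 1; the soma and neurites of a transfection were paired instead.

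In the following values the cause of a change was not tested. The share of transcripts with a localization ratio lower by 0.10 or more, with CTG480, the Kif1bα tail and the Kif1c tail, was 37.8, 37.1 and 39.0% with no minimum TPM, 37.3, 36.2 and 38.2% with a mean of at least 1 TPM, 33.7, 32.1 and 35.2% with at least 5 TPM in every library, 30.9, 29.0 and 33.2% with a mean of at least 20 TPM, and 32.1, 30.5 and 32.9% for gene sums. For CTG480 it was 34.0% against the Kif1bβ tail in place of CTG0.

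The ratio of the overlap to independent lists, for CTG480 with the Kif1bα tail, CTG480 with the Kif1c tail and the tails with each other, was 1.97, 1.78 and 4.04 with at least 5 TPM in every library, 3.66, 3.83 and 8.50 for the lowest 5%, 1.48, 1.27 and 2.41 for the lowest 20%, and 1.13, 0.937 and 1.60 for a difference of −0.10 or lower. Against permutation within bins of mean TPM it was 1.60, 1.57 and 3.28. With a mean of at least 20 TPM it was 1.50 for CTG480 with the Kif1c tail and 3.73 for the tails, and for gene sums 1.67 and 4.09. With exchanged controls, CTG480 and the Kif1c tail gave 2.57. Between the lowest and the highest 10%, the tails gave 0.860. The difference between the highest and lowest CLIP bins reversed to 0.0380 with tags from C2C12 myoblasts. The difference between YGCY quartiles was 0.0941 with a mean of at least 20 TPM and 0.12 in the 3′ UTR alone. With ratios centred within bins of UTR GC content, the difference of Ncl was −0.13 with CTG480 and −0.45 with the Kif1c tail.

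The remaining 104 summary values of these results were within their spread, within 1.5 times of the reported value or on the same side of their threshold. Of the values of single genes and lists, 1786 were unchanged in this sense, 51 no longer passed, 10 newly passed, 7 moved and 0 reversed. The depth of the libraries is unknown, and 1 library per group limits every comparison between transfections.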

Differences from the paper's values

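None of the values the paper states differed from those found here by more than 1.5 times. For CTG480 and the Kif1bα tail, the paper's enrichment of the overlap is 2.6 and the ratio to independent lists here is 2.25; for CTG480 and the Kif1c tail, the paper's is 2.4 and that here is 2.21. The legend of Fig. 3c gives the enrichment as computed under independence of the conditions, and the paper's text states no threshold for mis-localized transcripts. Among the alternatives for the Kif1bα tail, the lowest 20% (1.48), a difference of −0.10 or lower (1.13) and permutation within bins of mean TPM (1.60) differ by more than 1.5 times from the paper's value. For the Kif1c tail, a mean of at least 20 TPM (1.50), the lowest 5% (3.83), the lowest 20% (1.27), a difference of −0.10 or lower (0.937) and permutation within bins (1.57) do. Among ratios to independent lists, those closest to the paper's values were with a mean of at least 1 TPM for both pairs, 2.49 and 2.45.

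In every library, 9920 transcripts had at least 5 TPM, and with 1 plasmid sequence and 1 sequence without a gene name their number equals that printed in Fig. 3c. The overlaps printed there are about 190 for the Kif1bα tail and about 200 for the Kif1c tail in Fig. 3c, read by eye. At this minimum, the lowest 10% shared 195 and 177 transcripts here. The counts of Fig. 3c give ratios to independent lists of about 1.9 and about 2.1 (Fig. 3c, read by eye) and odds ratios of about 2.4 and about 2.7 (Fig. 3c, read by eye), so the order of the pairs is the reverse of that in the paper's text. At this minimum the ratios here are 1.97 and 1.78, and the odds ratios are 2.5 and 2.16.

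The paper states that mRNAs with more MBNL1 CLIP tags moved further from neurites with CTG480. Among the transcripts of Supplementary Data 2, the bin with the most tags lay below that with the fewest with tags from brain, the paper's direction (difference −0.06), and above it with tags from C2C12 myoblasts (0.04). All of these transcripts were selected for lower ratios in the same libraries and the intervals of the bins overlap, so neither value speaks for or against the paper's statement. The localization ratios of Ncl equal the authors' deposited table to its rounding.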

Other observations

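The tests of the shared lists, of the pairs of transfections without CTG480 and of the other splits of the samples were chosen only after the results were seen, and those of UTR GC content and length before.

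Of 120 medians of gene lists (20 lists, 3 comparisons, 2 fractions), 32 lay outside the middle 95% of matched random lists. If the members of a list varied independently, 6 would, so such medians are common between single libraries. Glycolysis and interferon response genes differed between transfections in the same direction in soma and neurites, as values of single libraries. The 16 glycolysis mRNAs had a median log2 ratio of CTG480 over CTG0 of 0.19 in soma and 0.25 in neurites, above all of 10000 matched random lists. Their medians were −0.08 and −0.03 with the Kif1bα tail and −0.07 and −0.10 with the Kif1c tail, below the random range in soma with the Kif1bα tail and in neurites with the Kif1c tail only. The glycolysis mRNA Gapdh stood at 2065 TPM in soma and 2094 TPM in neurites with CTG0 and at 2254 and 2466 TPM with CTG480. In neurites, the MBNL-related list (−0.08) and the proteasome (−0.06) with CTG480, and oxidative phosphorylation (−0.04), the proteasome (−0.06) and the neuronal cytoskeleton (−0.07) with the Kif1bα tail, lay below their ranges. The 14 interferon response genes had medians of −0.16 in soma and −0.18 in neurites with CTG480, of 0.17 and 0.18 with the Kif1bα tail, and of 0.38 and 0.31 with the Kif1c tail, each outside the middle 95% of random lists. The amount of transfected sequence differed within each comparison too. In soma, plasmid sequences took 0.14% of the signal with CTG480 and 0.77% with CTG0. They took 1.39% with the Kif1bα tail, 2.06% with the Kif1c tail and 0.43% with the Kif1bβ tail. This difference cannot be told apart from that of the repeat or tail. Nucleolar ribosome biogenesis mRNAs were lower with CTG480 in both fractions (medians −0.06 and −0.09) and higher in soma with the Kif1bα tail and the Kif1c tail (0.10 and 0.10), while in neurites they stood at −0.05 and 0.00, within their ranges.

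With the Kif1c tail, the APC-dependent protrusion mRNAs had a median of −0.23 in neurites, below their random range, and −0.02 in soma. Mitotic mRNAs had a median of 0.14 in neurites, above their range, and −0.05 in soma. Replication-dependent histones were at 0.10 in soma and 0.09 in neurites, both above their ranges, and with CTG480 at −0.07 in soma, below their range, and 0.04 in neurites, within it. With the Kif1bα tail, cholesterol synthesis mRNAs were at 0.11 and ER chaperones and translocon at 0.08 in neurites, both above their ranges, while with the Kif1c tail ER chaperones and translocon were at −0.08 in neurites, below their range. Across genes, the differences in soma and neurites had a Pearson's r of 0.03 with CTG480, 0.01 with the Kif1bα tail and −0.04 with the Kif1c tail, where genes are not independent replicates.

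The lists of CTG480 and of the kinesin tails shared 259 and 254 transcripts where independent lists share 115. Mean TPM accounted for part of this and not for all, since the overlap was 2.25 and 2.21 times that of independent lists and still 1.60 and 1.57 times that expected within bins of mean TPM. If CTG480 and the tails moved the same transcripts the same way, sharing in the same direction should exceed sharing in opposite directions, and the ratio of these was 1.08 for the Kif1bα tail and 0.996 for the Kif1c tail. Reassigning each transcript's ratios at random gave overlaps of 267.6 and 267.7, so differences between transcripts in the spread of their ratios may account for the overlaps. A shared effect on few transcripts or of small size stays open, above all for the Kif1bα tail, where gene sums gave a ratio of same to opposite directions of 1.33 (0.858 for the Kif1c tail).

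Transcripts with dense YGCY motifs in their UTRs had higher, not lower, localization ratios with CTG480. UTR length did not account for this, since the difference between quartiles was 0.0978 within bins of length. Within bins of UTR GC content it was 0.0113 (95% bootstrap interval −0.0138 to 0.0316), so GC content may account for it, and no lower ratio of motif-dense transcripts appeared. Pairs of transfections without CTG480 also differed by YGCY density, by up to 0.0847 in size (Kif1c tail and Kif1bα tail), which indicates that such a difference does not need the repeat. Whether the GC trend arises in the cells or in the libraries stays open.

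In the comparison of neurites with soma, the 16 splits that part the soma and neurites of every transfection are too few for a share under 0.05; the real split called 3746 genes and the highest other split 0. Between perturbed and control transfections, the 10 possible splits are too few for a share under 0.05. The real split gave 512 genes at an unadjusted p under 0.05 from limma. Of the 10 splits, 4 gave at least as many, the real split among them, and the highest other split gave 732.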
